# Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress

**DOI:** 10.1038/s41419-024-06549-1

**Published:** 2024-02-23

**Authors:** Silvia Cardarelli, Martina Biglietto, Tiziana Orsini, Valentina Fustaino, Lucia Monaco, Ana Gabriela de Oliveira do Rêgo, Francesca Liccardo, Silvia Masciarelli, Francesco Fazi, Fabio Naro, Luciana De Angelis, Manuela Pellegrini

**Keywords:** Mechanisms of disease, Congenital heart defects

## Abstract

Phosphodiesterase 2A (Pde2A) is a dual-specific PDE that breaks down both cAMP and cGMP cyclic nucleotides. We recently highlighted a direct relationship between Pde2A impairment, a consequent increase of cAMP, and the appearance of mouse congenital heart defects (CHDs). Here we aimed to characterize the pathways involved in the development of CHDs and in their prevention by pharmacological approaches targeting cAMP and cGMP signaling. Transcriptome analysis revealed a modulation of more than 500 genes affecting biological processes involved in the immune system, cardiomyocyte development and contractility, angiogenesis, transcription, and oxidative stress in hearts from *Pde2A*^*−/−*^ embryos. Metoprolol and H89 pharmacological administration prevented heart dilatation and hypertabeculation in *Pde2A*^*−/−*^ embryos. Metoprolol was also able to partially impede heart septum defect and oxidative stress at tissue and molecular levels. Amelioration of cardiac defects was also observed by using the antioxidant NAC, indicating oxidative stress as one of the molecular mechanisms underpinning the CHDs. In addition, Sildenafil treatment recovered cardiac defects suggesting the requirement of cAMP/cGMP nucleotides balance for the correct heart development.

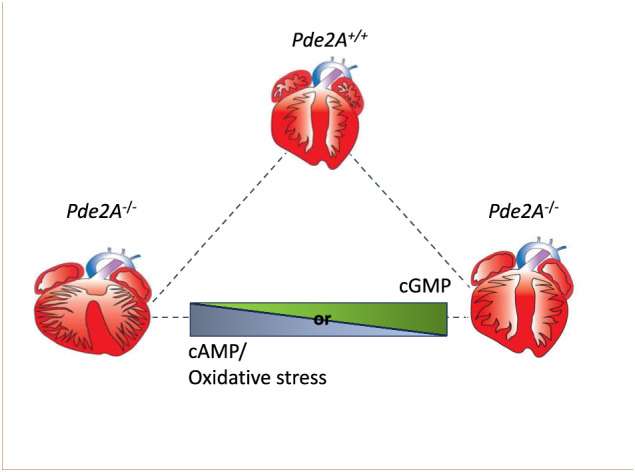

## Introduction

Phosphodiesterase 2A (Pde2A) hydrolyzes both cyclic nucleotides (cAMP and cGMP) and is activated by cGMP. Knockout mouse models for the different PDE isoforms have been generated (Supplementary Table S1) and up to date, the Pde2A knockout mouse is the only embryonically lethal, most likely due to an extremely reduced liver size, impairment of the hepatic niche, and elevated anemia [1, 2].

We recently reported that hearts of *Pde2A*^*−/−*^ embryos and hearts of embryos treated with a selective Pde2A inhibitor show ventricular and atrial septum defects, hypertrabeculation, heart dilatation, and non-compaction defects [3, 4].

We also demonstrated a direct relationship between Pde2A deficiency, the consequent increase in cAMP, and the occurrence of mouse congenital heart defects (CHDs). Indeed, cAMP has been shown to significantly transform fetal cardiomyocytes into cardiac pacemaker-like cells during cardiogenesis, increasing gap-junction markers [5, 6], promoting phosphorylation of targets such as L-type calcium channel via Protein Kinase A (PKA), and decreasing its concentration during heart development [7, 8].

On the contrary, an increase in local pools of cAMP-regulated by pharmacological Pde2A inhibition showed an anti-hypertrophic phenotype in adult mouse hearts [9].

Pde2A is localized at the plasma membrane, in the cytoplasm, and in the nucleus of neonatal murine cardiomyocytes [4, 10]. The Pde2A2 isoform was also described to be localized in the mitochondrial matrix and its inhibition to stimulate oxidative phosphorylation [11]. Recently, cAMP/PKA signaling domains localized at mitochondrial membranes and regulated by Pde2A2 were described to be involved in mitochondrial morphological change and apoptosis [12]. Because of this specific localization and function, we might hypothesize a contribution of Pde2A in reactive oxygen species (ROS) production. Indeed, ROS have traditionally been regarded as byproducts of aerobic metabolism, with mitochondrial respiration being the major intracellular source of accidental ROS production [13].

The stimulation of β-1 adrenergic receptor (β1-AdR) is the primary source of cAMP in the heart through adenylyl cyclase (AC) activation [14]. Several uncontrolled and controlled clinical studies provided the first evidence that Metoprolol, a selective β1-adrenoceptor blocking agent (β-blocker), had beneficial clinical and hemodynamic effects in patients with heart failure due to idiopathic dilated cardiomyopathy (DCM) [15–19]. Metoprolol was able to extend survival in DCM mice and prevent cardiac remodeling and dysfunction [20, 21].

The cAMP target PKA plays several functions in the normal heart such as contraction, metabolism, and gene transcription regulation. However, increased PKA activity and protein levels were described to aggravate heart failure [22–24]. PKA activators induced ROS and consequent electrical disturbance in heart failure, whereas PKA inhibition with H89 prevented it in humans [25]. H89 administration resulted also in the attenuation of DCM and the prevention of heart failure [24]. Moreover, it has been demonstrated to decrease cell death in heart disease and to improve cardiac function after myocardial infarction in mice [26].

It is also well known that cGMP plays a protective role in cardiac physiology and sildenafil, a selective inhibitor of PDE5A, acts in heart remodeling by increasing cGMP levels [27, 28].

Here, investigating the transcriptome of Pde2A deficient embryonic hearts by RNA sequencing (RNA-seq) analysis, we found a significant modulation of more than 500 genes associated with biological processes such as immune response, cardiomyocyte development, and contractility, angiogenesis, control of gene transcription and oxidative stress. Testing pharmacological treatments that blunt cAMP/PKA signaling, we observed that Metoprolol and H89 can robustly prevent CHDs in Pde2A deficient embryos similarly to N-acetyl-cysteine (NAC) antioxidant administration. Moreover, among the pathways severely up-regulated, we found that Metoprolol treatment reestablishes the expression levels of oxidative stress-related genes and NAC reduces in vivo heart oxidative stress. Finally, a pharmacological treatment affecting cGMP signaling was found to ameliorate cardiac defects to a similar extent.

## Results

### RNA-seq analysis reveals alteration of pathways involved in immune system, angiogenesis, oxidative stress, gene transcription and cardiogenesis

We previously showed downregulation of critical genes involved in cardiac development in *Pde2A* knockout embryos when compared to wild types [3]. To better define the global transcriptional profile of the two genotypes, RNA-seq was performed on isolated hearts from *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos at E14.5.

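The hearts came from 5 *Pde2A*-/- and 6 *Pde2A*+/+ embryos, and each heart was a library of its own from a stranded poly(A) protocol. The authors deposited the number of reads that STAR counted on each gene of GRCm38, without normalization. The targeted gene was read first in every library. *Pde2a* (ENSMUSG00000110195), on chromosome 7 from 101421691 to 101512827, had between 0 and 2 counts in each of the 11 libraries and 7 counts in all. A difference between the genotypes was therefore not detectable in these counts, and the genotype labels could not be checked by them. The annotation places *Gm45837* (ENSMUSG00000030653) on the same strand from 101410886 to 101512819, where it covers 87.9% of the 4427 bases in the exons of protein-coding *Pde2a* transcripts, and STAR gives a read that lies on both genes to neither of them. *Gm45837* had 4 counts in all. Between 35865537 and 42835382 reads per heart were counted on the strand of a gene, with a median of 37653522 in *Pde2A*-/- and 37934543 in *Pde2A*+/+ hearts. The total per heart did not differ between the genotypes (exact permutation test, two-sided, p = 0.87). Between 19.6% and 22.4% of the reads of a heart were unmapped, mapped to several places, or lay on no gene or on more than one gene. Across genes, which are not independent replicates, the log2 counts of hearts of the same genotype, scaled to library size, had Pearson correlations between 0.983 and 0.992. Counts were normalized by edgeR's TMM method and scaled to a common library size, in CPM. Gene values are given as means ± SD in CPM over the 5 *Pde2A*-/- and the 6 *Pde2A*+/+ hearts. The 24177 genes with at least 10 counts over the 11 hearts were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called when its adjusted p was under 0.05 and its fold change was at least 2. Standard errors of edgeR's log2 fold changes were derived from the F statistic of the test. The variation between hearts of one genotype, beyond counting error, was 16.8% of the mean as edgeR's common biological coefficient of variation.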

Principal component analysis (PCA) indicated that *Pde2A*^*−/−*^ was consistently different from *Pde2A*^*+/+*^, with the first component showing more than 50% of the global variance (Fig. 1A). 

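Principal components were computed on the variance stabilizing transformation of the counts, for the 500 genes with the largest variance. PC1 held 51.5% of the variance of these genes, PC2 16.99% and PC3 12.2%. The scores of *Pde2A*-/- hearts on PC1 ranged from 2.95 to 17.69 and those of *Pde2A*+/+ hearts from −12.29 to −8.24, so that the genotypes did not overlap (exact permutation test, two-sided, p = 0.0022, the smallest p that 5 hearts against 6 allow). *Pde2A*-/- replicate A was the knockout heart nearest to the wild-type hearts, and the scores of the other *Pde2A*-/- hearts started at 10.94. PC2 did not separate the genotypes (p = 0.88, same exact test), and *Pde2A*+/+ replicate 7 had its lowest score, −17.4, against −2.55 to 8.68 in the other *Pde2A*+/+ hearts. With log2 CPM in place of the transformation, PC1 held 36.2% of the variance, the largest change among the alternatives, and the genotypes still did not overlap. Leaving out each heart in turn gave shares on PC1 between 48.1% and 61.1%, the highest without *Pde2A*+/+ replicate 7. The genes with the largest weights on PC1 were *Hemgn*, *Pklr*, *Ermap*, *Mt2* and *Slc4a1*. Of these, *Hemgn*, *Ermap* and *Slc4a1* belong to a list of erythroid marker genes written from general knowledge.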

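At an adjusted p under 0.05 and a fold change of at least 2, 535 genes were higher and 90 genes were lower in *Pde2A*-/- than in *Pde2A*+/+ hearts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the limit on the fold change, 3532 genes passed the adjusted p, 2160 of them higher and 1372 lower. The median log2 fold change was 1.64 over the genes called higher, −1.56 over those called lower and −0.02 over all genes tested. Of the called genes, 448 of those higher and 52 of those lower were protein-coding. The values of the genotypes did not overlap for 407 of the called genes, and for 8.49% of all genes tested, where chance gives 0.433%. The number of genes lower moved most under an unadjusted p under 0.05 in place of the adjusted one, to 436 genes, and the number higher under a fold change of at least 1.5, to 981 genes. With each heart left out in turn, between 396 and 675 genes were higher and between 35 and 137 lower. The number lower was 35 without *Pde2A*-/- replicate 15, 42 without replicate 14, 46 without replicate D and 137 without replicate A.

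Genes of low counts enter both groups: 51 of the genes higher had 3 counts or fewer in every *Pde2A*+/+ heart, and 33 of the genes lower had 3 counts or fewer in every *Pde2A*-/- heart. *Gm35082* (ENSMUSG00000108866) lies on chromosome 7 from 100675088 to 100677760. It had no counts in *Pde2A*+/+ and between 151 and 305 counts in *Pde2A*-/- hearts, which makes it at least 72-fold higher. *Trim12a* (ENSMUSG00000066258) lies on chromosome 7 from 104299894 to 104315466. It had at most 3 counts in *Pde2A*-/- and between 314 and 419 counts in *Pde2A*+/+ hearts, at least 115.4-fold lower. Both lie within 3 Mb of *Pde2a*, as does *Trim34b* (ENSMUSG00000090215, 104329471 to 104336909), with 3.43 ± 0.829 CPM in *Pde2A*-/- and 0.0594 ± 0.0470 in *Pde2A*+/+ hearts. Among called genes with a mean of at least 1 CPM over the 11 hearts and no overlap, the largest rises after these were those of *1810053B23Rik*, *Pklr* and *Hemgn*. *Hemgn* (ENSMUSG00000028332, chromosome 4, 46393989 to 46413506) had 47.9 ± 11.6 CPM in *Pde2A*-/- and 1.54 ± 1.03 in *Pde2A*+/+ hearts. Its log2 fold change was 4.94 (standard error 0.38, adjusted p = 6.42e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. *Pklr* (ENSMUSG00000041237, chromosome 3, 89136142 to 89146784) and *1810053B23Rik* (ENSMUSG00000100277, chromosome 16, 93342504 to 93366668) rose by 5.00 and 5.01 on the log2 scale, with standard errors of 0.41 and 0.33. By the same rule, the largest falls after *Trim12a* were those of *mt-Tp*, a mitochondrial tRNA gene, by 1.59 on the log2 scale, of *Ccr2* by 1.51, of *Hbb-bt* by 1.43 and of *Adamtsl3* by 1.37, each lower in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. When reads of both strands were counted, *mt-Tp* fell by 0.49 and was no longer past the adjusted p (0.115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; its adjusted p over the alternatives ranged from 4.92e-07 to this value). *Hbb-bt* lies 2.39 Mb from *Pde2a* and has the near-identical neighbour *Hbb-bs*, so its count depends on how reads were split between them.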

The extensive alteration in the expression profile between *Pde2A*^*−/−*^ and *Pde2A*^*+/+*^ was also displayed by the heatmap (Fig. 1B): a stringent analysis (fold change ≥ 2; *p*-value < 0.05) found 55 downregulated genes and 460 upregulated genes in the *Pde2A*^*−/−*^ with respect to *Pde2A*^*+/+*^embryonic hearts (Supplementary Table S2). 

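Genes of interferon response, chemokines and inflammation, hypoxia and angiogenesis were examined through 4 lists written from general knowledge, which hold none of the genes that the study picked for RT-qPCR and share no gene with one another. Each list was tested by camera, from limma, on the edgeR fit with a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over 11 lists. The interferon response list rose most of the 4. Its median log2 fold change was 2.44, and 26 of its 26 genes were higher, 25 of them past an adjusted p of 0.05, and its mean was higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart (camera, adjusted p = 6.70e-88). Leaving out *Pde2A*-/- replicate 15 moved this median most, to 2.28. The largest changes were those of *Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), with 24.9 ± 12.3 CPM in *Pde2A*-/- and 1.09 ± 0.216 in *Pde2A*+/+ hearts, *Ifit1* (log2 fold change 4.30, standard error 0.31) and *Usp18* (4.20, standard error 0.35). The hypoxia list had a median of 0.82, with 23 of 23 genes higher, 19 of them past an adjusted p of 0.05, and a mean above every *Pde2A*+/+ heart in 4 of 5 *Pde2A*-/- hearts (camera, adjusted p = 6.06e-15). Its means in single *Pde2A*-/- hearts spread from 6.27 to 7.63 log2 CPM, against 6.07 to 6.28 in *Pde2A*+/+ hearts, and the spread of its genes was wide: *Ndrg1* (ENSMUSG00000005125, chromosome 15, 66929318 to 66969640) had 170.9 ± 124.7 CPM in *Pde2A*-/- and 34.4 ± 9.10 in *Pde2A*+/+ hearts, *Egln3* had a log2 fold change of 1.98 (standard error 0.35) and *Adm* of 1.59 (0.36). For the chemokine and inflammation list the median was 0.84, also with the 1 gene at 3 counts or fewer in a genotype set to its bound, and 18 of 21 genes were higher, 10 of them past an adjusted p of 0.05, while *Ccr2* fell past it (camera, adjusted p = 9.43e-06; mean above every *Pde2A*+/+ heart in 3 of 5 *Pde2A*-/- hearts). Its largest rises were those of *Ccl7* (2.12, standard error 0.30), *Il6* (2.04, standard error 0.36) and *Ccl4* (1.97, standard error 0.51) on the log2 scale, and the adjusted p of *Ccl4* was 0.05 or more without *Pde2A*-/- replicate D, *Pde2A*-/- replicate 15 or *Pde2A*+/+ replicate 6. The angiogenesis list had a median of 0.11, and of 0.01 without *Pde2A*-/- replicate 15, with 13 of 20 genes higher (camera, adjusted p = 0.422; mean above every *Pde2A*+/+ heart in 3 of 5 *Pde2A*-/- hearts and below in the other 2). In that list *Sphk1* rose by 0.84 (standard error 0.17), *Esm1* rose by 0.80 and passed the adjusted p only without *Pde2A*-/- replicate A or *Pde2A*+/+ replicate 7, or with DESeq2, and *Cxcr4* fell by 0.66 on the log2 scale. On the mean of the list per heart, the exact permutation test, two-sided, gave p = 0.0022 for interferon response, 0.0043 for hypoxia, 0.0087 for chemokine and inflammation and 0.33 for angiogenesis. The interferon response call also held under limma's fry test (adjusted p = 4.01e-05) and under a correlation estimated from the list (0.0048), whereas the hypoxia call (0.0108 under fry, 0.121 under the estimated correlation) and the chemokine call (8.40e-04 and 0.0652) held only under fry. At 1 CPM or more in *Pde2A*+/+ hearts, the heart also expressed 16 of the 26 interferon response genes, 8 of the 21 chemokine genes, 23 of the 23 hypoxia genes and 20 of the 20 angiogenesis genes.

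**Figure D1:**
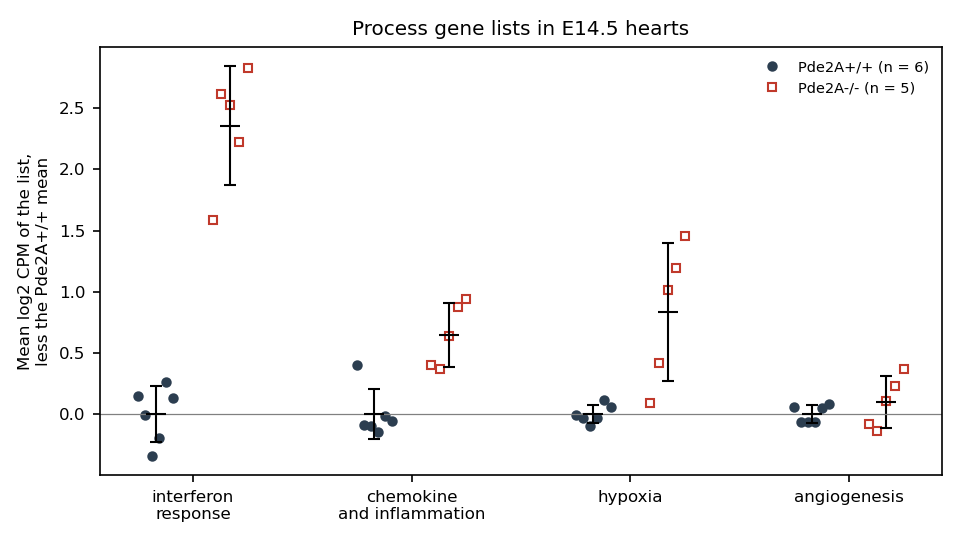
Mean log2 CPM of each process list in single hearts, less the mean of the *Pde2A*+/+ hearts, with 6 *Pde2A*+/+ hearts as filled circles and 5 *Pde2A*-/- hearts as open squares; long bars give the mean and error bars the SD. The *Pde2A*-/- hearts lie above all *Pde2A*+/+ hearts for interferon response, and the genotypes overlap for angiogenesis.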

A subsequent gene ontology (GO) analysis using the DAVID functional enrichment on biological processes revealed that upregulated genes were involved in pathways such as immune system and inflammatory response, chemokine-mediated signaling, angiogenesis, cellular response to hypoxia, and positive regulation of ERK1 and ERK2 cascades (Fig. 1C). The differentially expressed genes were investigated using the gene set enrichment analysis (GSEA) and compared to gene sets from Molecular Signatures Database (MSigDB) to characterized different cellular populations enriched in *Pde2A*^*−/−*^ hearts. In line with our previous data, the cardiomyocyte lineage negatively correlated with *Pde2A*^*−/−*^ (Fig. 1D), whereas the other lineages such as endothelial, fibroblast, smooth muscle cells, macrophages, are strongly and positively correlated with *Pde2A*^*−/−*^ (Supplementary Fig. S1).

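Lineages were examined through lists of marker genes, which, unlike the MSigDB gene sets, were written from general knowledge, and which were tested as the lists of processes were. The cardiomyocyte list had a median log2 fold change of −0.22: 3 of its 28 genes were higher, and 11 genes were lower past an adjusted p of 0.05 (camera, adjusted p = 3.48e-07), with a mean below every *Pde2A*+/+ heart in 5 of 5 *Pde2A*-/- hearts (exact permutation test, two-sided, p = 0.0043). Its median moved most, to −0.27, when *Pde2A*+/+ replicate 11 was left out. *Tcap* (ENSMUSG00000007877) lies on chromosome 11 from 98383811 to 98384953. It had 44.1 ± 8.03 CPM in *Pde2A*-/- and 81.3 ± 14.8 in *Pde2A*+/+ hearts, and *Ttn* and *Smpx* fell by 0.51 and 0.49 on the log2 scale (standard errors 0.11 and 0.09). The macrophage list rose most of these 5 lineages, with a median of 0.87 and 24 of 24 genes higher, 20 of them past an adjusted p of 0.05 (camera, adjusted p = 4.47e-30; mean above every *Pde2A*+/+ heart in 5 of 5 *Pde2A*-/- hearts). *Fcgr3* (ENSMUSG00000059498) lies on chromosome 1 from 171051174 to 171064935. It had 13.9 ± 3.25 CPM in *Pde2A*-/- and 5.18 ± 1.15 in *Pde2A*+/+ hearts, and the log2 fold changes of *F13a1* and *Pf4* were 1.30 and 1.24 (standard errors 0.18 and 0.16). The endothelial list had a median of 0.17 with 17 of 21 genes higher, 7 of them past an adjusted p of 0.05 (camera, adjusted p = 4.11e-04; mean above every *Pde2A*+/+ heart in 4 of 5 *Pde2A*-/- hearts). *Flt1* rose by 0.72 and *Emcn* by 0.51, while *Cldn5* (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262) fell by 0.79 (standard error 0.11) and was lower in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. For fibroblasts the median was 0.16 with 18 of 19 genes higher, 5 of them past an adjusted p of 0.05 (camera, adjusted p = 0.00142), and the means per heart of the genotypes overlapped (exact permutation test, two-sided, p = 0.11). *Lox* rose by 0.52 and passed the adjusted p only without *Pde2A*-/- replicate A (0.66), *Postn* by 0.42 and *Ogn* by 0.42, and *Ogn* was past the adjusted p in 4 of the 11 fits that each left out 1 heart. The smooth muscle list had a median of −0.20, and of −0.09 without *Pde2A*+/+ replicate E, with 5 of 14 genes higher and 3 genes lower past an adjusted p of 0.05 (camera, adjusted p = 0.25), and its means per heart did not differ (exact permutation test, two-sided, p = 0.58). Its largest changes, those of *Lmod1* (0.53), *Higd1b* (−0.52) and *Aoc3* (−0.47), did not pass the adjusted p, and that of *Higd1b* was between −0.83 and 0.16 when each heart was left out in turn. Under fry the cardiomyocyte (adjusted p = 0.0108), macrophage (7.62e-05), endothelial (0.0118) and fibroblast (0.0452) calls held, and under a correlation estimated from each list the macrophage call alone held (0.0153), with 0.151, 0.229 and 0.296 for cardiomyocytes, endothelium and fibroblasts. In *Pde2A*+/+ hearts, 28 of the 28 cardiomyocyte, 22 of the 24 macrophage, 21 of the 21 endothelial, 19 of the 19 fibroblast and 13 of the 14 smooth muscle genes had at least 1 CPM, and no gene was in another list or picked by the study.

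**Figure D2:**
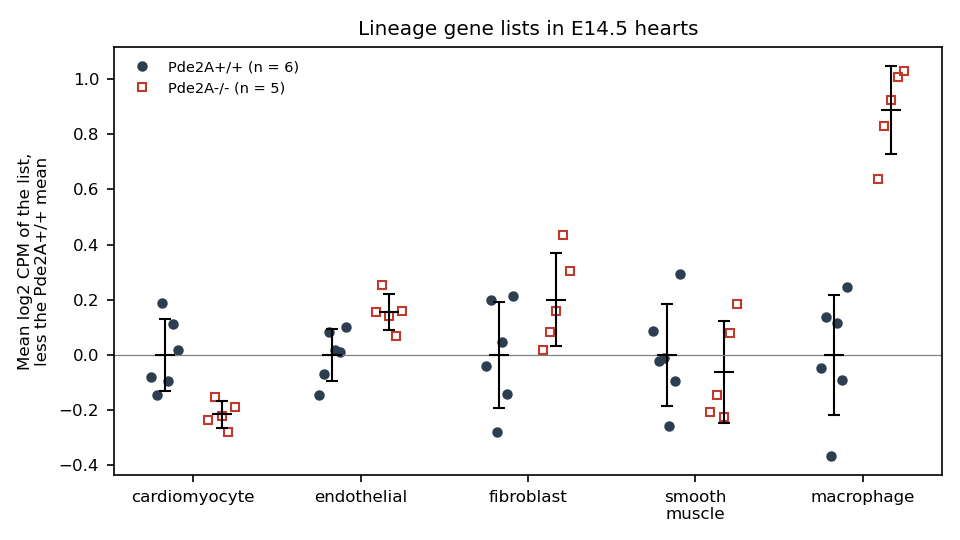
Mean log2 CPM of each lineage list in single hearts, less the mean of the *Pde2A*+/+ hearts, with 6 *Pde2A*+/+ hearts as filled circles and 5 *Pde2A*-/- hearts as open squares; long bars give the mean and error bars the SD. The *Pde2A*-/- hearts lie below all *Pde2A*+/+ hearts for cardiomyocytes and above them for macrophages.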

**Fig. 1:**
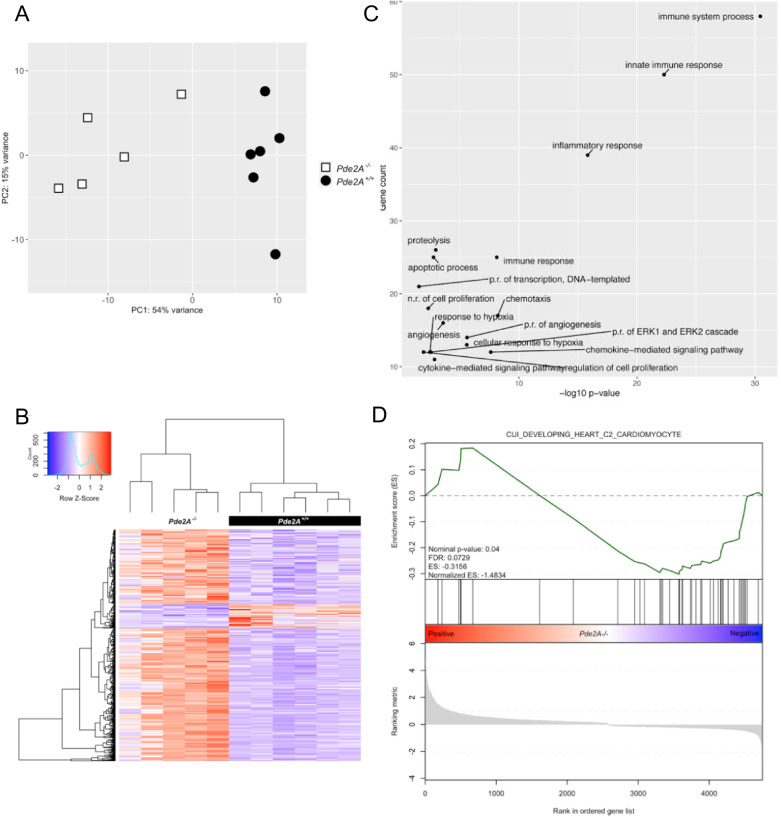
RNA-seq data analysis reveals gene expression dysregulation in hearts of E14.5 *Pde2A*^*−/−*^. **A** Plots of samples on first (PC1) and second (PC2) principal components of RNA-seq data. The PC percentage of variance is reported. **B** Heatmap representation of 515 differentially expressed genes considering a log2-fold change >+1 and <−1 and *p*-adjusted < 0.05. **C** Gene ontology biological processes with a significant enrichment (*p*-value < 0.05 and gene count > 10) in the list of *Pde2A*^*−/−*^ differentially expressed genes (*n* = 515). **D** Gene set enrichment analysis (GSEA) of *Pde2A*^*−/−*^ differentially expressed genes (*n* = 515) by the cardiomyocyte gene set of the Molecular Signatures Database (MSigDB); *n* = 6 *Pde2A*^*+/+*^ and *n* = 5 *Pde2A*^*−/−*^ hearts.

Some genes, associated with enriched pathways found in DAVID analysis, were validated by RT-qPCR (Fig. 2). We selected genes linked to the immune system/inflammation (Fig. 2A), genes involved in angiogenesis and hypoxia (Fig. 2B, C), genes involved in survival, proliferation, and transcription (Fig. 2D, E). 

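*Ccl2* (ENSMUSG00000035385) lies on chromosome 11 from 82035571 to 82037453. It had 12.3 ± 5.58 CPM in *Pde2A*-/- (SD, n = 5) and 2.42 ± 0.690 in *Pde2A*+/+ hearts (SD, n = 6). This is a log2 fold change of 2.34 (standard error 0.28, adjusted p = 1.48e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 5 of 5 *Pde2A*-/- hearts it was higher than in any *Pde2A*+/+ heart. Its log2 fold change lay between 2.05 and 2.50 when each heart was left out in turn. *Vegfa* (ENSMUSG00000023951) lies on chromosome 17 from 46016993 to 46032369. It had 279.5 ± 132.4 CPM in *Pde2A*-/- and 106.5 ± 10.5 in *Pde2A*+/+ hearts. The rise was 1.39 on the log2 scale (standard error 0.25, adjusted p = 0.00404, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 5 *Pde2A*-/- hearts lay above all *Pde2A*+/+ hearts. *Fgf23* (ENSMUSG00000000182) lies on chromosome 6 from 127072902 to 127081408. It rose from 0.419 ± 0.123 to 5.34 ± 6.12 CPM. On the log2 scale it rose by 3.66 (standard error 0.66, adjusted p = 0.00389, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. The spread of *Fgf23* between *Pde2A*-/- hearts was larger than their mean, and its log2 fold change was 2.70 without *Pde2A*-/- replicate 15. *Il1a* (ENSMUSG00000027399) lies on chromosome 2 from 129299610 to 129309972. It was counted at low levels, 0.557 ± 0.276 CPM in *Pde2A*-/- and 0.0689 ± 0.0374 in *Pde2A*+/+ hearts. Its log2 fold change was 2.95 (standard error 0.43, adjusted p = 8.25e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 5 of 5 *Pde2A*-/- hearts it was higher than in any *Pde2A*+/+ heart. When reads of both strands were counted, its log2 fold change was 2.30.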

Some genes, such as *Ccl2, Vegfa*, *Il1a*, and *Fgf23*, were robustly upregulated and expressed in different biological processes. 

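For the 26 genes that the study measured by RT-qPCR, the RNA-seq counts gave 21 genes called higher in *Pde2A*-/- hearts, and 24 genes higher at an adjusted p under 0.05 whatever their fold change. When the p-values were adjusted over the list alone, 26 genes passed 0.05 and 22 of them were higher by at least 2-fold, which is not independent evidence since the study chose these genes on the same libraries. Without *Pde2A*-/- replicate 15 the number called was 18, the largest change among the alternatives. Apart from that of *Fgf23*, the largest rises were those of the transcription factor genes *Klf1* (ENSMUSG00000054191, chromosome 8, 84901928 to 84905291), from 1.02 ± 0.538 to 17.6 ± 5.36 CPM, *Gata1* (log2 fold change 3.45, standard error 0.34) and *Irf7* (3.34, standard error 0.30). *Cxcl1*, *C3*, *Bmp10* and *Ccl12* had log2 fold changes of 2.45, 1.91, 1.88 and 1.86, and *Cxcl16* and *Stat3* of 1.20 and 1.03, and all of these were past an adjusted p of 0.05 in each of the 11 fits that left out 1 heart. *Cxcl10* (ENSMUSG00000034855) lies on chromosome 5 from 92346638 to 92348889. It rose by 1.67 (standard error 0.45, adjusted p = 0.0283, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts, and was past 0.05 in 5 of those 11 fits, not without *Pde2A*-/- replicate 14, D or 15 or *Pde2A*+/+ replicate 6, 8 or E. *Nppb* (ENSMUSG00000029019) lies on chromosome 4 from 147985788 to 147987205. It had 313.9 ± 156 CPM in *Pde2A*-/- and 145.6 ± 56.4 in *Pde2A*+/+ hearts. This is a log2 fold change of 1.11 (standard error 0.35, adjusted p = 0.0501, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts; its adjusted p ranged from 0.0185 to 0.0557 over the alternatives that kept all hearts. *Hif1a* (ENSMUSG00000021109) lies on chromosome 12 from 73901375 to 73947530. It fell from 400.2 ± 46.6 to 312.7 ± 19.3 CPM, by 0.36 on the log2 scale (standard error 0.08, adjusted p = 0.00957, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was lower in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. *Gpx1* and *Nfe2l2*, which were not called either, rose past the adjusted p by less than 2-fold.

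**Figure D3:**
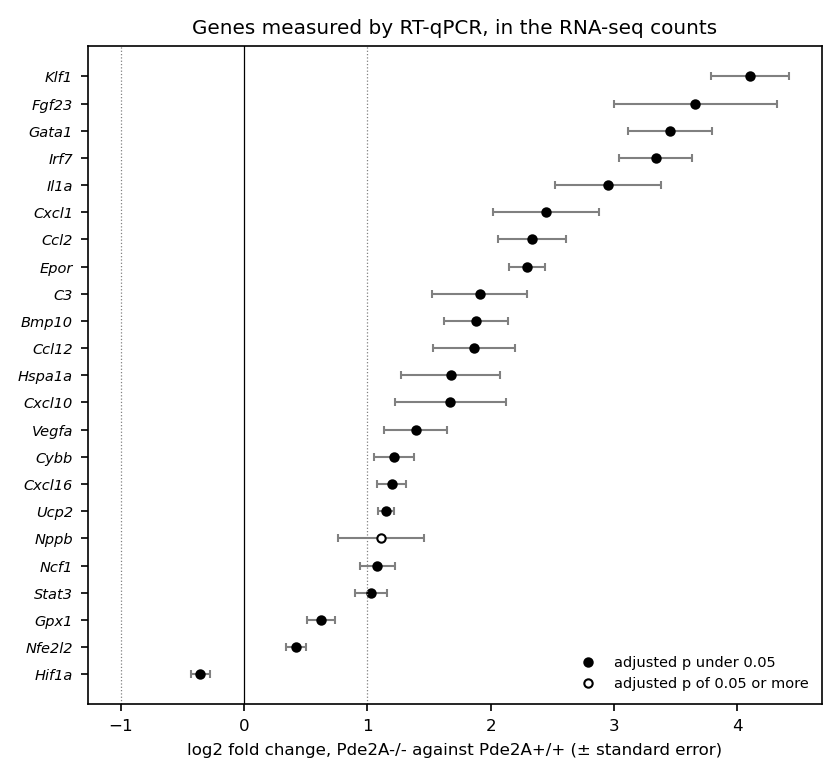
Log2 fold changes of 23 of the genes measured by RT-qPCR, in the RNA-seq counts of 5 *Pde2A*-/- against 6 *Pde2A*+/+ hearts, with standard errors; filled circles have an adjusted p under 0.05 and the dotted lines mark a 2-fold change. All but *Hif1a* lie above 0, and *Nppb* is the open circle.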

Real-time PCR fully confirmed the RNA-seq analysis. A deeper investigation of RNA-seq results highlighted that also several genes involved in oxidative stress were altered in *Pde2A*^*−/−*^ embryonic hearts (Supplementary Table S2). 

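Among the genes of the phagocyte NADPH oxidase, *Cybb*, which encodes Nox2 (ENSMUSG00000015340, chromosome X, 9435252 to 9487771), had 13.6 ± 2.72 CPM in *Pde2A*-/- and 5.86 ± 1.34 in *Pde2A*+/+ hearts. The rise was 1.22 on the log2 scale (standard error 0.16, adjusted p = 4.22e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Values in 5 of 5 *Pde2A*-/- hearts lay above all *Pde2A*+/+ hearts. *Ncf1* rose from 4.76 ± 0.594 to 10.1 ± 2.06 CPM (log2 fold change 1.08, standard error 0.14) and was higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart. Of further NADPH oxidase genes that the paper does not name, of the phagocyte type or not, *Ncf4* rose by 0.99 (standard error 0.20). *Cyba* (0.03, adjusted p = 0.774), *Nox4* (−0.25, adjusted p = 0.198) and *Rac2* (0.55, adjusted p = 0.357) did not pass the adjusted p (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1, 0 and 0 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts. *Nox4* passed it without *Pde2A*-/- replicate A (−0.35). Without *Pde2A*+/+ replicate 7, *Rac2* rose by 1.15 (adjusted p = 2.04e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); with all hearts its adjusted p lay between 0.254 and 0.374 over the alternatives. *Ucp2* (ENSMUSG00000033685) lies on chromosome 7 from 100493337 to 100502020. It had 234.6 ± 23.9 CPM in *Pde2A*-/- and 105.8 ± 5.62 in *Pde2A*+/+ hearts. On the log2 scale it rose by 1.15 (standard error 0.06, adjusted p = 1.38e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart, and lies 0.93 Mb before *Pde2a*. *Nfe2l2*, which encodes Nrf2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641), rose from 59.5 ± 3.31 to 79.7 ± 11.4 CPM, and *Gpx1* (ENSMUSG00000063856, chromosome 9, 108338903 to 108340343) from 192.1 ± 32.9 to 296.0 ± 40.03, with log2 fold changes of 0.42 and 0.62 (standard errors 0.08 and 0.11). *Hspa1a* (ENSMUSG00000091971) lies on chromosome 17 from 34969190 to 34972156. It rose from 1.66 ± 0.470 to 5.30 ± 4.01 CPM. Its log2 fold change was 1.68 (standard error 0.40, adjusted p = 0.0169, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 4 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts. Without *Pde2A*-/- replicate D the rise was 1.15. Its near-identical copy *Hspa1b* rose by 1.41 (standard error 0.36), not past the adjusted p without *Pde2A*-/- replicate D (0.92) or 15, and reads that fit both copies were counted for neither. A list of 24 antioxidant genes written from general knowledge had a median log2 fold change of 0.16, with 16 genes higher, 8 of them past an adjusted p of 0.05, and a mean above every *Pde2A*+/+ heart in 5 of 5 *Pde2A*-/- hearts (camera, adjusted p = 4.98e-05); it held under fry (2.87e-04) and not under an estimated correlation (0.0652). *Hmox1* (1.50), *Srxn1* (0.82) and *Gclm* (0.74) had its largest log2 fold changes, 21 of its genes had at least 1 CPM in *Pde2A*+/+ hearts, and none was in another list or picked by the study.

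**Figure D4:**
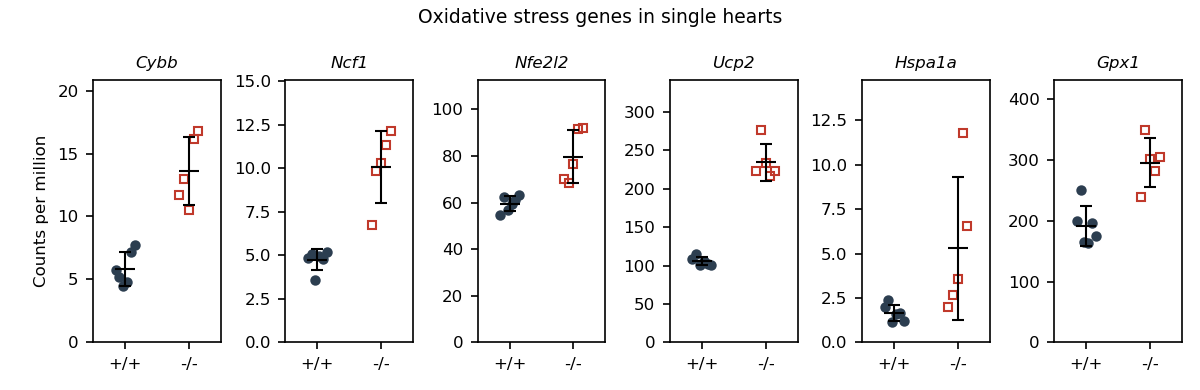
CPM of 6 oxidative stress genes in single hearts, with 6 *Pde2A*+/+ hearts as filled circles (+/+) and 5 *Pde2A*-/- hearts as open squares (−/−); long bars give the mean and error bars the SD, and each panel has its own axis from 0. Single *Pde2A*-/- hearts overlap the *Pde2A*+/+ range for *Hspa1a* and *Gpx1*.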

Real-time PCR analysis confirmed that most of them were upregulated in knockout hearts at E14.5 (Fig. 2F). These results indicated that in *Pde2A*^*−/−*^ hearts there is a high level of inflammation, oxidative stress, angiogenesis, and a reduction of cardiomyocyte differentiation, at least at the transcriptional level.

**Fig. 2:**
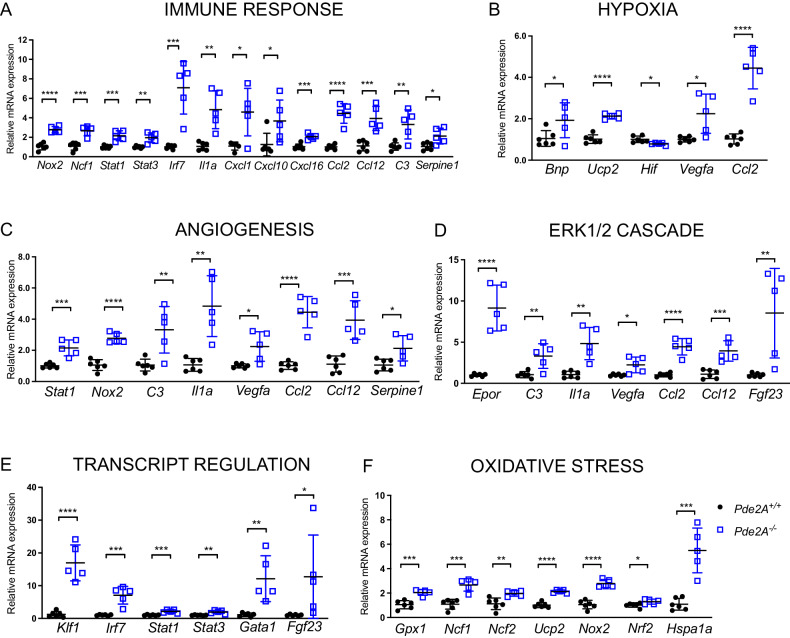
Real-time PCR confirms up-regulation of selected genes from biological processes. Histograms of relative mRNA expression of genes up-regulated in RNA-seq analysis and enriched in biological processes for immune response (**A**), hypoxia (**B**), angiogenesis (**C**), ERK1/2 cascade (**D**), trancription regulation (**E**), oxidative stress (**F**). Each dot represents an embryo; *n* = 5 *Pde2A*^*+/+*^ and *n* = 5 *Pde2A*^*−/−*^ hearts; unpaired Student’s *t*-test *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

### Metoprolol treatment prevents CHDs of *Pde2A*^*−/−*^ embryos

Pde2A can hydrolyze both cAMP and cGMP and, moreover, its catalytic activity rises when cGMP binds allosterically to the Pde2A GAF-B domain.

We measured the cyclic nucleotide levels in embryonic hearts from *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ and we observed that the cAMP level is almost doubled in knockout compared to wild-type hearts at E14.5 (Supplementary Fig. S2A), as previously published [3], whereas negligible differences were found in cGMP content (Supplementary Fig. S2B).

In addition, referring to the KEGG PATHWAY database, the RNA-seq data were queried in order to compare the expression of genes involved in cAMP (KEGG ID: mmu04024) and cGMP (KEGG ID: mmu04022) pathways in the heart of *Pde2A*^*−/−*^ and *Pde2A*^*+/+*^ embryos (Supplementary Fig. S3A, B). We found a total of 63 genes for the cAMP pathway and 50 genes for the cGMP pathway with a significative up- or down-regulation in *Pde2A*^*−/−*^. Among these, 24 genes were common to both cyclic nucleotides (Supplementary Fig. S3C). 

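The members of the KEGG pathways were not used here, and the 25 genes listed in Supplementary Fig. S3C were read from the RNA-seq counts. All 25 genes changed in the direction shown there, 22 higher and *Camk4*, *Crhr2* and *Atp1a4* lower, and 18 of them passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 25 genes passed, which is not independent evidence since the figure chose its genes on the same libraries. The number moved most, to 25, when reads of both strands were counted and DESeq2 was used with its filter set to 0.05, an alternative chosen after the values were seen. With each heart left out in turn it lay between 13 and 24, the lowest without *Pde2A*-/- replicate 14 and the highest without replicate A. The genes that did not pass were *Nppb*, *Bdkrb2*, *Mylk4*, *Npy1r*, *Atp1b4*, *Bdnf* and *Camk4*.

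**Figure D5:**
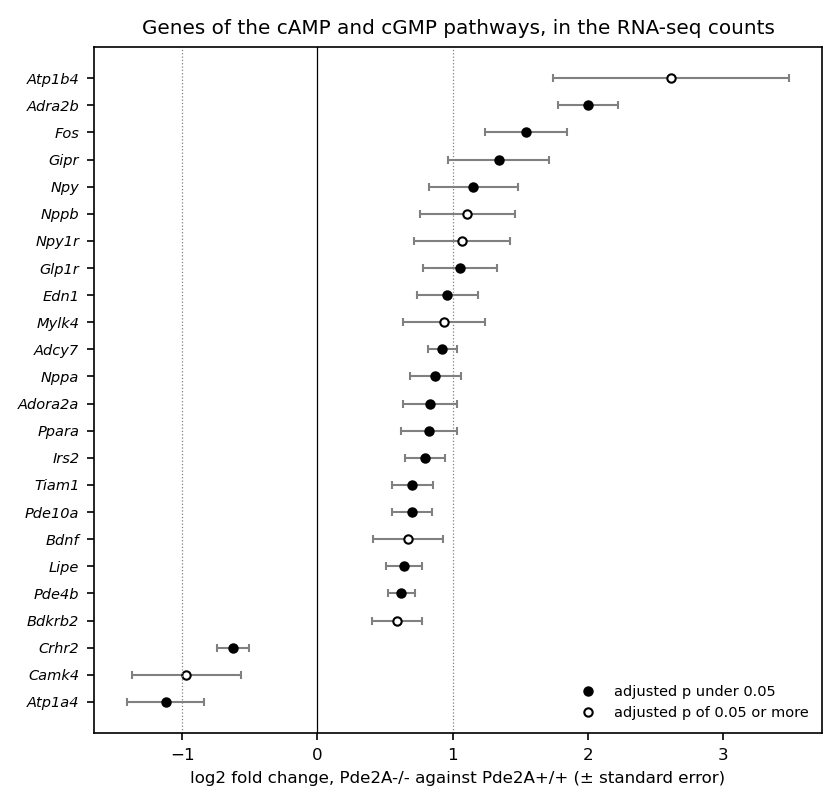
Log2 fold changes of 24 genes of the cAMP and cGMP pathways, in the RNA-seq counts of 5 *Pde2A*-/- against 6 *Pde2A*+/+ hearts, with standard errors; filled circles have an adjusted p under 0.05, open circles do not, and the dotted lines mark a 2-fold change. Of the 24 genes, 17 are filled.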

Specific highly modulated cAMP and cGMP-dependent genes were 15 and 5, respectively (Supplementary Fig. S3C).

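In the counts, and past the adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *Fos* rose by 1.54 on the log2 scale (standard error 0.30), *Gipr* by 1.34 (0.38), *Npy* by 1.15 (0.33), *Glp1r* by 1.05 (0.27), *Edn1* by 0.96 (0.22) and the adenylyl cyclase gene *Adcy7* by 0.92 (0.11). Of these, *Gipr* was past the adjusted p in 5 of the 11 fits that each left out 1 heart and *Npy* in 4, and *Glp1r* was not past it without *Pde2A*-/- replicate 14 (0.78) or 15. *Nppa* (ENSMUSG00000041616) lies on chromosome 4 from 148000722 to 148002079. It rose from 1501 ± 396 to 2746 ± 563 CPM (SD, n = 6 and n = 5), with 4 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts. *Adora2a*, *Ppara*, *Tiam1*, *Pde10a*, *Lipe* and *Pde4b* rose by between 0.62 and 0.83 on the log2 scale. *Adora2a* and *Ppara* were not past the adjusted p without *Pde2A*-/- replicate D or 15, nor *Ppara* without *Pde2A*-/- replicate 14. Among the genes shown as lower, *Atp1a4* fell by 1.12 (standard error 0.29) and *Crhr2* by 0.62 (standard error 0.12), each lower in 5 of 5 *Pde2A*-/- hearts, and *Atp1a4* was not past the adjusted p without *Pde2A*-/- replicate 14 or 15. *Camk4* (ENSMUSG00000038128) lies on chromosome 18 from 32934931 to 33191228. It fell by 0.97 (standard error 0.40, adjusted p = 0.121, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 of 5 *Pde2A*-/- hearts below all *Pde2A*+/+ hearts, and by 0.43 without *Pde2A*+/+ replicate 7, where it was highest. *Atp1b4* (ENSMUSG00000016327) lies on chromosome X from 38316184 to 38336769. It had 1.20 ± 1.49 CPM in *Pde2A*-/- and 0.191 ± 0.151 in *Pde2A*+/+ hearts. The rise was 2.61 on the log2 scale (standard error 0.87, adjusted p = 0.0612, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts and 1 below them. It passed the adjusted p without *Pde2A*-/- replicate A, and over the alternatives with all hearts its adjusted p ranged from 0.0162 to 0.195.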

Initially, we focused on pharmacological treatments that directly impact cAMP signaling to test whether they could rescue cardiac malformations in *Pde2A*^*−/−*^ embryos. Metoprolol, a selective antagonist of β1-adrenergic receptor and consequently of cAMP synthesis, was administered after implantation to pregnant female mice every day, starting at E5.5 from the plug until E13.5, the day before sacrifice (Fig. 3A).

**Fig. 3:**
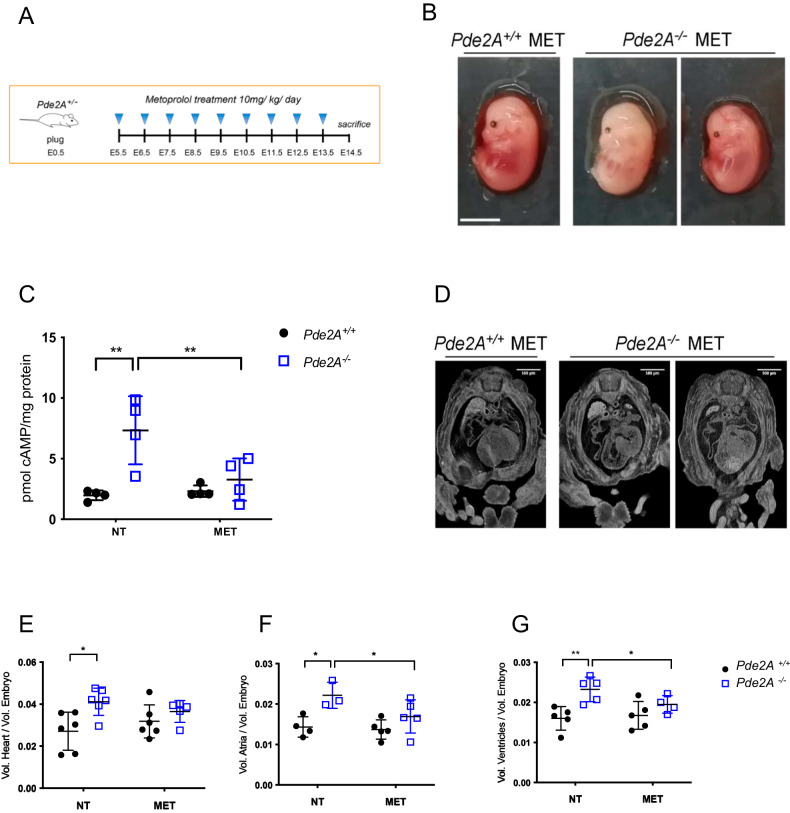
Micro-CT examination shows heart defect recovery after Metoprolol treatment. **A** Scheme of Metoprolol (MET) treatment. **B** Picture of *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos at E14.5 treated with Metoprolol. Scale bar = 0.5 cm. **C** cAMP level in *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ in hearts of Metoprolol treated. *n* = 4 for each condition and genotype; ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ Metoprolol samples; **P ≤ 0.01. **D** Micro-CT picture of the hearts in Metoprolol-treated *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos. **E**–**G** Ratio between total heart (**E**), atrial (**F**), and ventricular (**G**) volumes relative to embryo volumes obtained by micro-CT analyses of Metoprolol treated or not treated (NT) *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos. At least *n* = 4 for each genotype/treatment. ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ Metoprolol samples; *P ≤ 0.05, **P ≤ 0.01.

Morphological examination of Metoprolol-treated E14.5 *Pde2A*^*−/−*^ embryos revealed anemia, hemorrhages, and reduced liver size, as shown in *Pde2A*^*−/−*^ untreated embryos [3] (Fig. 3B and Supplementary Fig. S4A, B). The level of cAMP was restored and became similar in *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ hearts after Metoprolol treatment, validating the treatment efficacy (Fig. 3C). In addition, micro-CT analysis revealed similar parameters between *Pde2A*^*−/−*^ embryonic hearts treated with Metoprolol and *Pde2A*^*+/+*^ hearts; total heart volume, atrial volume, and ventricular volume normalized to embryos volume did not show difference in wild-type versus knockout treated embryos contrary to wild-type versus knockout untreated embryos (Fig. 3D–G). Moreover, half of the *Pde2A*^*−/−*^ treated embryos had no interventricular septum defects (Fig. 3D and Supplementary Video S1–S3). Morphological and morphometric analyses of the hearts were then performed on hematoxylin and eosin-stained sections of paraffin-embedded E14.5 embryos. Contrary to untreated embryos, no differences in the contralateral axis between *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ treated hearts were observed (Fig. 4A, B), confirming the ability of Metoprolol to prevent cardiac enlargement. Similarly, the hypertrabeculation of *Pde2A*^*−/−*^ hearts was improved by Metoprolol administration, and wild-type and knockout embryos showed similar thickness and number of cardiac trabeculae, respectively (Fig. 4A, C, D). Furthermore, immunofluorescence for endomucin, which marks the endocardium, revealed trabecular network reconstitution after Metoprolol treatment in *Pde2A*^−/−^ embryos (Supplementary Fig. S5). However, a significant thinning of the ventricular myocardium wall persisted in *Pde2A*^*−/−*^ heart after Metoprolol treatment, even though a trend of thickness increase was observed (Fig. 4A–E). Hematoxylin and Eosin staining confirmed that half of treated *Pde2A*^−/−^ hearts did not show ventricular septum defects (Fig. 4A). These results suggest that Metoprolol, reestablishing the cAMP levels, can partially revert *Pde2A*^*−/−*^ cardiac defects, probably acting on some of the pathways specifically controlled by the Pde2A/cAMP system.

**Fig. 4:**
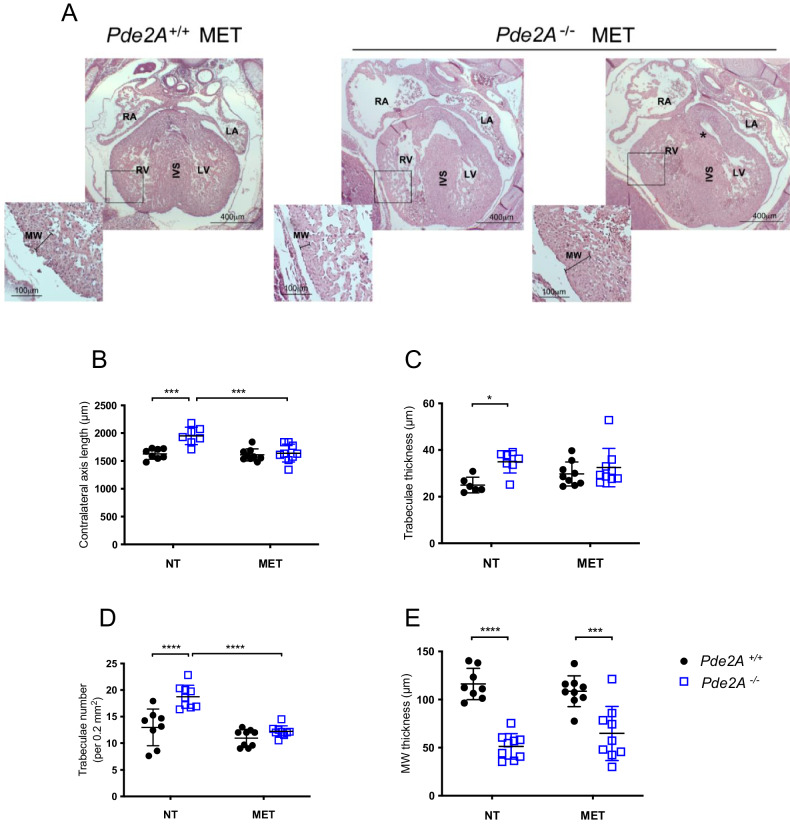
Histological analyses show heart defects recovery, except in the myocardial wall, after Metoprolol treatment. **A** Haematoxylin and Eosin staining of transversal sections of Metoprolol treated (MET) embryos, the heart is shown. Left and right ventricles (LV, RV), atria (LA, RA), and interventricular septum (IVS) are indicated. Insets show magnification of trabeculae and myocardial wall (MW). **B**–**E** Graphs of contralateral axis (**B**), trabeculae thickness (**C**), trabeculae number (**D**), and myocardial wall (**E**) analyses in treated and not treated (NT) samples. *n* = 9 *Pde2A*^*+/+*^ and *n* = 11 *Pde2A*^*−/−*^ not treated embryos and *n* = 4 *Pde2A*^*+/+*^ and *n* = 3 *Pde2A*^*−/−*^ Metoprolol treated embryos; ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ Metoprolol samples. *P ≤ 0.05, ***P ≤ 0.001, ****P ≤ 0.0001.

### Metoprolol treatment restores oxidative stress response and the antioxidant NAC ameliorates cardiac defects in hearts of *Pde2A*^*−/−*^ embryos

We then evaluated the expression level of genes that resulted more upregulated in *Pde2A* knockout hearts by RNA-seq analysis and common to different pathways, in Metoprolol treated and untreated embryos. We observed that except for Fgf23, Metoprolol treatment did not affect the upregulation of Gata1 and Bmp10 found in *Pde2A*^*−/−*^ as well as the expression increase of Epor, Ccl2, and Ccl12 genes. (Fig. 5A). Vice versa, the expression of several genes involved in oxidative stress, was reverted by Metoprolol treatment (Fig. 5B). These results suggest that oxidative stress is counteracted by reestablishing the functional cAMP/PKA signaling.

**Fig. 5:**
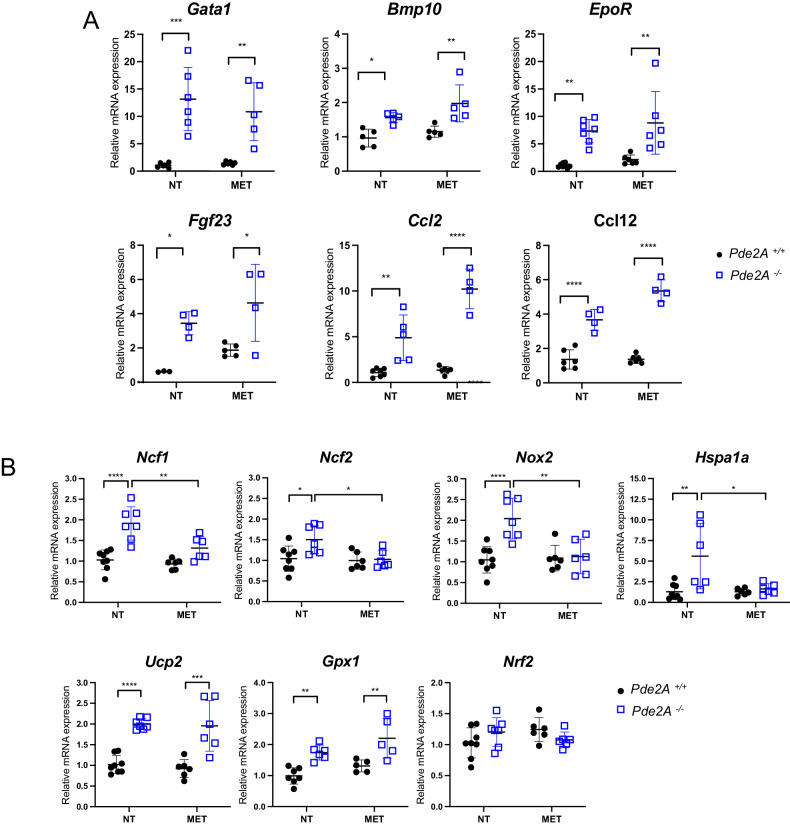
Prevention of oxidative stress gene up-regulation by Metoprolol treatment. **A** Histograms of relative mRNA expression of most up-regulated genes involved in different biological processes evaluated by RT-qPCR. **B** Histograms of relative mRNA expression of critical oxidative stress genes evaluated by RT-qPCR. *n* = 9 *Pde2A*^*+/+*^ and *n* = 11 *Pde2A*^*−/−*^ not treated (NT) embryos and *n* = 4 *Pde2A*^*+/+*^ and *n* = 3 *Pde2A*^*−/−*^ Metoprolol (MET) treated embryos; ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ Metoprolol samples. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001.

Based on previous results, we checked whether these alterations could be rescued by the antioxidant NAC treatments (Fig. 6). Phenotypically the NAC-treated mutant embryos appeared like the *Pde2A*^*−/−*^ embryos (Fig. 6A). The CM-H2DCFDA staining revealed that ROS positive cells were augmented in *Pde2A*^*−/−*^ isolated cardiac cells, compared to *Pde2A*^*+/+*^ cells confirming an increase of oxidative stress in the absence of Pde2A (Fig. 6B). NAC administration significantly counteracted ROS production in *Pde2A*^*−/−*^ cardiac samples (Fig. 6B). Metoprolol treatment was also evaluated for ROS production and a slight but significant reduction was observed (Fig. 6B).

**Fig. 6:**
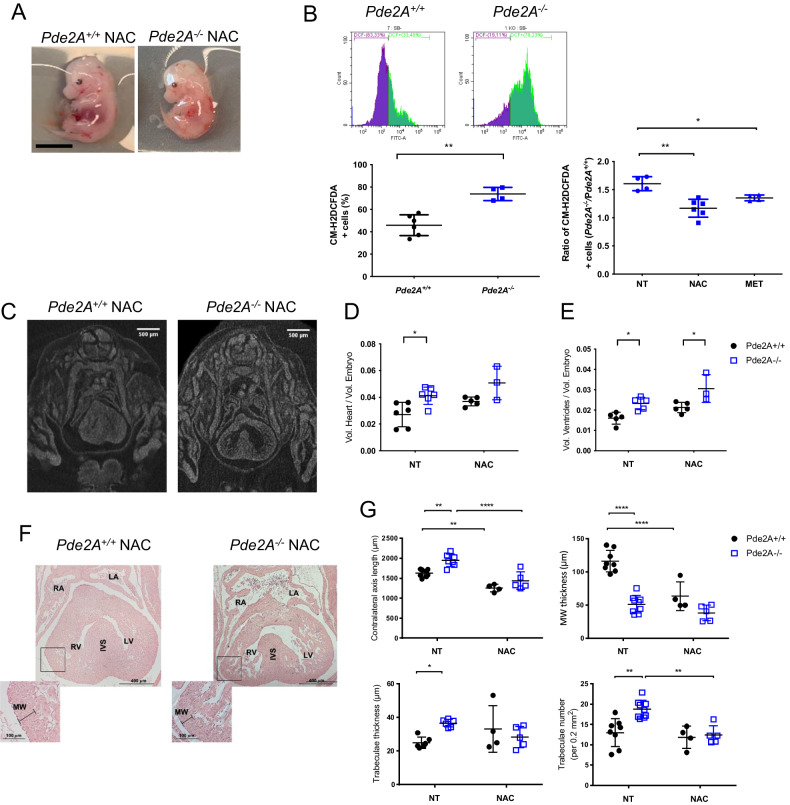
Oxidative stress and specific CHDs prevention by NAC administration. **A** Picture of *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos at E14.5 treated with NAC. Scale bar = 0.5 cm. **B** Flow cytometry analysis of ROS level in cardiac cells isolated from *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ heart embryos in the presence or absence of NAC or Metoprolol (MET). At least *n* = 3 for each genotype and treatment. Student *t*-test was used to compare *Pde2A*^*−/−*^ versus *Pde2A*^*+/+*^ CM-H2DCFD+ cells and ANOVA one-way to compare the *Pde2A*^*−/−*^/*Pde2A*^*+/+*^ ratio of NAC or MET treatment versus untreated samples. *P ≤ 0.05, **P ≤ 0.01. **C** Micro-CT picture of the hearts in NAC-treated *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos. Scale bar = 0.5 cm. **D** and **E** Ratio between total heart (**D**), ventricular (**E**) volumes relative to embryo volumes obtained by micro-CT analyses of NAC treated or not treated (NT) *Pde2A*^*+/+*^ and *PDE2A*^*−/−*^ embryos. At least n = 3 for each genotype /treatment. **F** Haematoxylin and Eosin staining of transversal sections of NAC treated or NT embryos, the heart is shown. Scale bar = 400 µm. **G** Graphs of contralateral axis, trabeculae thickness, trabeculae number, and myocardial analyses in treated and not-treated samples. At least *n* = 6 *Pde2A*^*+/+*^ and *n* = 6 *Pde2A*^*−/−*^ NT embryos and *n* = 4 *Pde2A*^*+/+*^ and *n* = 5 *Pde2A*^*−/−*^ NAC treated embryos. ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ NAC samples. *P ≤ 0.05, **P ≤ 0.01, ****P ≤ 0.0001.

Micro-CT analysis did not show major rescue in *Pde2A*^*−/−*^ embryos treated with NAC, except for total heart volume (Fig. 6C–E and Supplementary Videos S4, S5). However, histological analysis revealed improvement in parameters such as contralateral axis and trabecular number and thickness (Fig. 6F–G). To be noted NAC appeared to decrease some of these values also in *Pde2A*^*+/+*^embryos, suggesting an effect on NAC in the basal homeostasis of cardiac oxidative stress during development.

Overall, these results indicate that antioxidants can be a valuable treatment for CHDs caused by cAMP unbalance.

### H89 treatment partially rescues CHDs of *Pde2A*^*−/−*^ embryos

To validate the cause–effect of the increase of cAMP level in the onset of CHDs, we investigated downstream pathways by using a PKA inhibitor. Several PKA inhibitors have been developed, however, none of them is specific. We decided to use H89 that is more potent as a PKA inhibitor compared to its ability to inhibit various other protein kinases, such as S6K1, MSK1, PKA, ROCKII, PKBα, and MAPKAP-K1b [29, 30]. Moreover, H89 is largely employed in in vivo studies and, most importantly, already tested and well-tolerated during pregnancy [31]. Morphological examination of H89-treated *Pde2A*^*−/−*^ E14.5 embryos showed anemia, hemorrhages, and reduced liver size like not-treated embryos (Supplementary Fig. S6A). Micro-CT analysis revealed that H89 treatment was able to prevent the increase of total heart, atrial, and ventricular volumes observed in *Pde2A*^*−/−*^ respect to *Pde2A*^*+/+*^ embryos (Supplementary Fig. S6B, C). However, *Pde2A*^*−/−*^ H89-treated hearts maintained ventricular septum defects (Supplementary Fig. S6B and Video S6-S7).

Heart microscopic examination of hematoxylin and eosin-stained embryonic sections revealed that H89 was able to prevent the increase of the contralateral axis, the increase of trabecular number and thickness, but not the ventricular septum defect or the reduction of the myocardial wall in *Pde2A*^*−/−*^ (Supplementary Fig. S6D, E). These data strenghten the hypothesis that inhibition of the cAMP/PKA system, although partially, can rescue CHDs of *Pde2A*^*−/−*^ embryos.

### Sildenafil treatment prevents CHDs of *Pde2A*^*−/−*^ embryos

We next investigated whether the pharmacological treatment that directly impacts cGMP signaling could also prevent cardiac malformations in *Pde2A*^*−/−*^ embryos. Pharmacological treatment of pregnant *Pde2A*^*+/−*^ females with Sildenafil, a drug preserving cGMP levels by inhibiting Pde5A, was performed.

Macroscopic examination revealed no recovery of gross phenotypes of *Pde2A*^*−/−*^ embryos (Fig. 7A). On the contrary, micro-CT (Fig. 7B and Supplementary video S8, S9) and histological analyses (Fig. 7D, E) showed recovery of heart defects in terms of contralateral axis, trabecular number and thickness and ventricular septum defects (Fig. 7D, E), but not the heart volumes (Fig. 7C) or wall thickness (Fig. 7E). These data indicate that prevention of cGMP degradation leads to improvement of CHDs in *Pde2A*^*−/−*^ embryos.

**Fig. 7:**
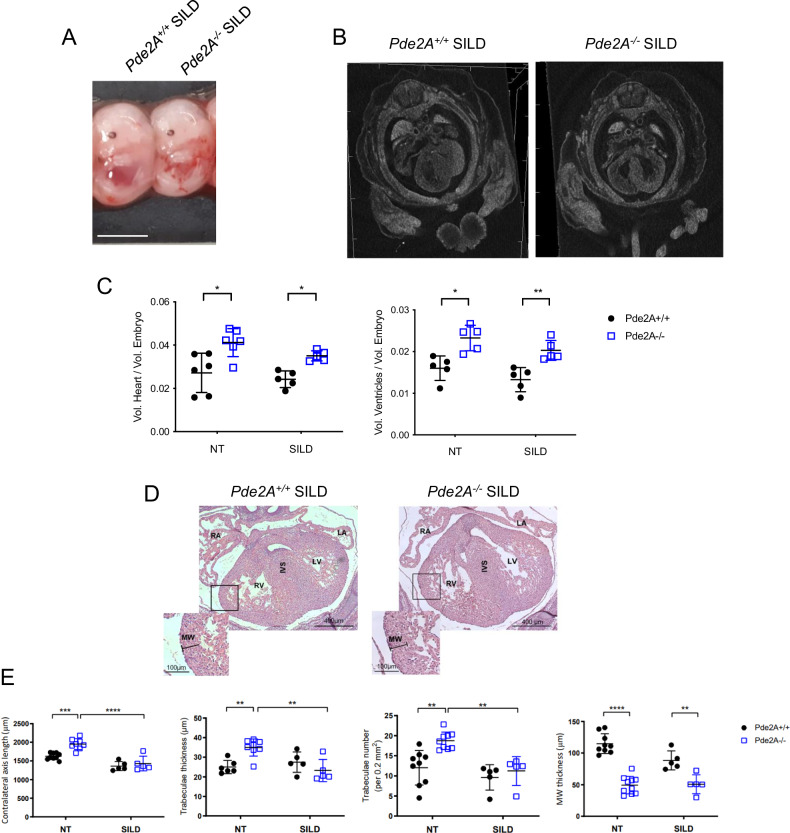
Histological examination shows heart defects recovery after Sildenafil treatment. **A** Picture of Sildenafil (SILD) treated *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ E14.5. embryos. Scale bar = 0.5 cm. **B** Micro-CT picture of the hearts in Sildenafil-treated *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos. **C** Ratio between total hearts and ventricular volumes relative to embryo volumes obtained by micro-CT analyses of Sildenafil treated or not treated (NT) *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ embryos. At least *n* = 5 for each genotype/treatment. **D** Haematoxylin and Eosin staining of transversal sections of *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ Sildenafil treated embryos, the heart is shown. Left and right ventricles (LV, RV), atria (LA, RA), and interventricular septum (IVS) are indicated. Inset shows a magnification of trabeculae and myocardial wall (MW). **E** Graphs of contralateral axis, trabeculae thickness and trabeculae number, and myocardial wall analyses in treated and not treated samples. At least *n* = 5 for each condition/genotype. ANOVA two-way was used to compare *Pde2A*^*−/−*^ versus the relative *Pde2A*^*+/+*^ in both conditions and *Pde2A*^*−/−*^ not treated versus *Pde2A*^*−/−*^ Sildenafil samples. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 ****P ≤ 0.0001.

## Discussion

In this study, RNA-seq was performed on isolated hearts from *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ at E14.5. Gene expression analysis revealed extensive alterations in the transcriptional profile of *Pde2A*^*−/−*^ hearts and 515 genes showed strong gene expression alteration. Notably, the transcriptome analysis revealed the deregulation of many pathways, including those involved in the immune response, angiogenesis, hypoxia, oxidative stress, and transcription factors involved in the ERK signaling cascade, by performing a stringent analysis with DAVID functional enrichment. All these pathways are important for correct cardiac development and their alterations have also been reported in various cardiovascular diseases [32].

Some of the genes found altered in *Pde2A*^*−/−*^ hearts, such as Epor, Ccl2, and Fgf23 are described to be involved in mitochondrial metabolism rather than in many other functions [33–35]. 

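*Epor* (ENSMUSG00000006235) lies on chromosome 9 from 21958897 to 21963506. It had 10.8 ± 1.97 CPM in *Pde2A*-/- (SD, n = 5) and 2.21 ± 0.368 in *Pde2A*+/+ hearts (SD, n = 6). On the log2 scale it rose by 2.29 (standard error 0.14, adjusted p = 2.25e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 5 of 5 *Pde2A*-/- hearts it was higher than in any *Pde2A*+/+ heart. Its log2 fold change stayed between 2.23 and 2.38 when each heart was left out in turn.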

The binding of erythropoietin to its receptor, Epor, activates endothelial nitric oxide synthase (eNOS) which is involved in the regulation of mitochondrial biogenesis, turnover, and proliferation [33]. Ccl2 overexpression may be linked to alterations in mitochondrial dynamics that regulate anabolic and catabolic pathways, indicating a relationship between mitochondrial dysfunction, autophagy, and chronic disease [34]. High levels of Fgf23 are able to induce oxidative stress through the activation of NADPH oxidase complex [35].

Although it is widely known that inflammatory cytokines and oxidative, stress levels are elevated in numerous cardiovascular diseases [36, 37], only a few inconclusive studies have been published on the function of inflammation and oxidative stress in CHDs in neonates and adults [38–41].

Altogether, the RNA-seq results indicated an alteration of mitochondrial function in the knockout model for *Pde2A*. A deeper investigation confirmed that genes associated with oxidative stress such as Nox2, Ncf1, Ncf2, Nrf2, Ucp2, Hspa1a, and Gpx1 are significantly upregulated in *Pde2A*^*−/−*^ embryonic hearts.

Nox2 is the catalytic subunit of the mitochondrial NADPH oxidase (Nox) that, upon activation, binds various regulatory subunits such as neutrophil cytosolic factor 1 (Ncf1) and neutrophil cytosolic factor 2 (Ncf2) and plays an important role in the production of ROS [42]. Physiologically, the cells have developed various mechanisms to protect themselves from the accumulation of ROS. These mechanisms include the prevention of the accumulation of ROS through uncoupling protein 2 (Ucp2), the reduction of hydrogen peroxide mediated by the nuclear factor erythroid 2-related factor 2 (Nrf2), and ROS degradation via glutathione peroxidase 1 (Gpx1) [43, 44]. In case of stress, it is also important to maintain adequate protein homeostasis inside the cell. Indeed, the chaperon heat shock protein 1A (Hspa1a), during cellular stress, might activate two opposite mechanisms, the folding, and the degradation of proteins depending on its acetylation/deacetylation state [45].

We found increased levels of cAMP, but not cGMP in the heart of *Pde2A*^*−/−*^ embryos. However different local compartmentalization of cGMP in *Pde2A* deficient embryos could contribute to heart defects. In addition, the expression of genes specific to the cGMP pathway resulted to be highly altered in the RNA-seq analysis.

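*Adra2b* (ENSMUSG00000058620) lies on chromosome 2 from 127363208 to 127367221. It had 4.49 ± 0.673 CPM in *Pde2A*-/- (SD, n = 5) and 1.12 ± 0.369 in *Pde2A*+/+ hearts (SD, n = 6). Its log2 fold change was 2.00 (standard error 0.22, adjusted p = 8.54e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Values in 5 of 5 *Pde2A*-/- hearts lay above all *Pde2A*+/+ hearts. *Irs2* (ENSMUSG00000038894) lies on chromosome 8 from 10984681 to 11008458. It rose from 35.7 ± 4.11 to 61.8 ± 16.3 CPM (log2 fold change 0.79, standard error 0.15, adjusted p = 0.00458, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Values in 5 of 5 *Pde2A*-/- hearts lay above all *Pde2A*+/+ hearts. The adjusted p of *Bdkrb2* (log2 fold change 0.59, standard error 0.19) was 0.0513 and that of *Mylk4* (0.93, standard error 0.30) 0.0535 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each with 4 of 5 *Pde2A*-/- hearts above all *Pde2A*+/+ hearts, and over the alternatives they ranged from 0.0125 to 0.0602 and from 0.00968 to 0.082. Without *Pde2A*-/- replicate A both were past 0.05, as was *Bdkrb2* without *Pde2A*-/- replicate B or *Pde2A*+/+ replicate 8.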

The Metoprolol and H89 used in this study are drugs of clinical use that act upstream and downstream of the cAMP cascade, respectively. Metoprolol was also administrated to pregnant women [46] and was reported to influence cGMP signaling [47].

Both drugs were not able to prevent the gross phenotypes of *Pde2A* knockout embryos such as liver size, anemia, and hemorrhages. However, E14.5 embryos from mothers who had Metoprolol treatment regained cardiac dimensions, and hypertrabeculation defect, and partially restored the interventricular septal defect. On the other hand, embryos harvested from mothers treated with H89 showed a recovery of cardiac dimension and hypertrabeculation, but not the interventricular septum. H89 clearly is effective in having an in vivo action, however, the exact identity of the targeted kinase(s) remains to be determined, this is because H89, as well as inhibiting PKA also inhibits various other kinases [29, 30].

Molecular analyses carried out on hearts of E14.5 *Pde2A*^*−/−*^ embryos showed that Metoprolol can reduce the level of cAMP and the expression of genes that induce oxidative stress (Nox2, Ncf1, Ncf2), whereas preserves the high expression of genes that protect from oxidative stress (Ucp2, Gpx1). It also decreased oxidative stress in the *Pde2A*^*−/−*^ cardiac cells, evaluated by CM-H2DFCDA staining, which specifically detects peroxidase formation. Vice versa, Metoprolol treatment does not affect the upregulation of genes implicated in the inflammatory response possibly because they trigger oxidative stress or because the left heart defects maintain an inflammatory state.

NAC is a safe and well-tolerated compound displaying antioxidant properties; it acts mainly by providing the intracellular cysteine necessary to increase glutathione levels. Our results indicate that NAC attenuated just some CHDs carried by *Pde2A*^*−/−*^ embryos, possibly because of the low drug bioavailability from the mother to the embryos. Dose increase, modification of drug administration procedures, or combination of NAC with other antioxidants and/or anti-inflammatory compounds may be more effective in preventing CHDs.

To investigate whether CHDs could be also due to cAMP/PKA independent effects such as altered local cGMP-dependent pathways or cyclic nucleotide-independent pathways, Sildenafil was used to increase cGMP levels and to reestablish the cAMP/cGMP balance in the *Pde2A*^*−/−*^ hearts. Indeed, Sildenafil ameliorates cardiac defects comparably to other pharmacological treatments suggesting the relevance of the cAMP/cGMP ratio for correct heart development.

Up to now, it is not yet clear to what extent the different types of cardiac cells are differentially affected in the heart of *Pde2A*^*−/−*^ versus *Pde2A*^*+/+*^ embryos and how the used drugs impact these cell populations. Future studies will address this topic by using flow cytometry and spatial digital transcriptomic analyses. To date, human CHDs related to the complete absence of PDE2A have not been found, probably because, as in the mouse model, homozygotes are embryonic lethal, or because other PDEs compensate for the lack of PDE2A.

Few recent reports were published describing patients with PDE2A mutations; in all these cases, the patients presented alterations related to the nervous system but no evaluation of cardiac performance with electrocardiograms, arrhythmias, and cardiac function was performed [48–50].

In conclusion, this study highlighted the involvement of Pde2A in new biological processes such as inflammation, angiogenesis, transcription, and oxidative stress and how pharmacological treatments, restoring the cyclic nucleotide balancing, can counteract congenital heart defects. Overall, the information obtained from our study will be useful to investigate human CHDs associated with impairment/imbalance of the cAMP/cGMP/PDE2A system and to investigate therapies suitable for their recovery.

## Methods

### Mouse breeding and in vivo treatments

*Pde2A*^*+/*−^ mice (B6; 129P2-Pde2A<tm1Dgen>/H; EM: 02366) were obtained from EMMA (UK). Timed mating was set up between *Pde2A*^*+*/−^ females and *Pde2A*^*+/*−^ males. Genotyping for Pde2A was performed as previously reported [3]. To test if pharmacological treatments, that affect directly or indirectly cAMP, can rescue cardiac malformations of *Pde2A*^*−/−*^ mice we chose two drugs that inhibit β1-adrenergic receptor signaling (Metoprolol) and PKA activity (H89), respectively. The drugs were administered every day starting at E5.5 from the plug until E13.5. Embryos were collected at E14.5.

Metoprolol (Sigma-Aldrich, MO, USA) was administered by gavage at 10 mg/kg dissolved in drinking water [20, 51]. H89 (H-89 dihydrochloride hydrate, Sigma-Aldrich, MO, USA) was administered intraperitoneal at 1 mg/kg [30, 52].

Sildenafil (Pfizer, NY, USA) was administered by gavage at Sildenafil 70 mg/kg/day dissolved in drinking water [53]. NAC (Sigma-Aldrich, MO, USA) was administered at 1 g/kg/day to *Pde2A*^*+/−*^ females in drinking water starting the first day of the plug and until day E14.5 [54]. Hearts of the resulting E14.5 embryos both males and females were isolated in Hanks balanced solution as previously described [3, 55] and processed for the following analyses. Only alive *Pde2A*^*+/+*^ and *Pde2A*^*−/−*^ were included in the study whereas abortions and *Pde2A*^*+/−*^ embryos were excluded. Plugged mothers and their embryos were randomly distributed in the not-treated or drug-treated groups. For each type of experiment, the minimal group size was estimated by the power analysis performed with G*Power 3.0.10 software using the following parameters: *α* = 0.05, 1−*β* = 0.85, and *d* = 1.

### Micro-CT imaging and volume measurements

*Imaging specimen preparation*: Embryos were fixed in 10% neutral buffered formalin (Bio-Optica, Italy) or 4% paraformaldehyde (PAF, Sigma-Aldrich, MO, USA) overnight at room temperature (RT) and embedded in paraffin following standard procedures.

*Micro-CT scanning*: Computed tomography images were acquired by a high-resolution 3D micro-CT imaging system (Skyscan 1172G Bruker, Kontich—Belgium), using a L7901-20 Microfocus X-ray Source (Hamamatsu). The acquisition of volumes was performed in 1.5 mL micro-tubes, with a camera pixel/size of 7.9 µm, camera binning 2 × 2, tube voltage peak of 39 kV, tube current of 240 µA, and exposure time of 450 ms. Reconstructions of tomographic datasets were performed using built-in NRecon Skyscan Software (Version:1.6.6.0; Bruker). The 3D volumes were analyzed using 3D Visualization Software CTvox v. 2.5 (Bruker). *Tissue segmentation*: Manual image-by-image segmentation aimed at the calculation of heart volume was applied, using Bruker micro-CT Analyzer Version 1.13 software. A histological atlas of mouse development [56] was used for guidance to accurately identify, demarcate, and segment each embryo (*n* = at least 3) in a specific volume of interest (VOI) for automated volume measurements [56, 57].

### Hematoxylin and eosin staining and immunofluorescence

Embryos at E14.5 were fixed in 10% neutral buffered formalin (Sigma-Aldrich) overnight at RT and included in paraffin (Sigma-Aldrich, MO, USA) following standard procedures. Serial paraffin sections of whole embryos (5 μm of thickness) were obtained, deparaffinized, and stained with hematoxylin and eosin (Sigma-Aldrich, MO, USA). Wall and trabeculae thickness, contralateral axis length, and trabeculae number were evaluated as previously described [3]. All histological analyses were performed in a blinded way by two different authors. The images were collected on a ZEISS axioskop 2 plus microscope mounting Axiocam 503 CCD camera and analyzed with the ImageJ Software (version 1.52t, NIH-Bethesda, MD, USA).

For immunofluorescence, 5 μm E14.5 paraffine sections underwent deparaffinization and microwave antigen retrieval in pH 6.0 sodium citrate with 0.05% Tween-20 solution (Sigma-Aldrich, MO, USA), followed by gradual chilling. Samples were permeabilized with 0.2% NP40 (Sigma-Aldrich, MO, USA) in phosphate-buffered saline (PBS) for 30 min and blocked with 1% bovine serum albumin (Sigma-Aldrich, MO, USA) in PBS for 1 h at room temperature. Sections were incubated overnight at 4 °C with anti-Endomucin antibody (Ab106100, Abcam, UK). After 3 × 5 min washes with PBS, sections were stained for 1 h at room temperature with anti-rat secondary antibody (Alexa Fluor 488; Thermo Fisher Scientific, MA, USA) followed by 2 min of Sudan Black (Sigma-Aldrich, MO, USA; 0.03g/10 ml 70% EtOH) to reduce the background and nuclei were counterstained with Hoechst (Sigma-Aldrich, MO, USA) for 5 min. Slides were mounted with Fluoromount Aqueous Mounting Medium (Sigma-Aldrich, MO, USA). The images were collected on Nikon Eclipse Ti-S microscope equipped with a Photometric CoolSNAP EZ turbo 1394 camera and analyzed on ImageJ (version 1.52t, NIH-Bethesda, MD, USA).

### RNA-sequencing and RT-qPCR

Total RNA was isolated from embryonic cardiac tissue using the Total RNA Purification kit (Norgen Biotek Corporation, ON, CA) according to the manufacturer’s instructions. For RNA-sequencing, the integrity and purity of the RNA were initially checked at the Bioanalyzer (Agilent 2100 bioanalyzer, Santa Clara, CA, USA) by using an RNA 6000 Nano Agilent kit. The RNA seq analysis was done at the EMBL service facility, Heidelberg. mRNA-Seq libraries were prepared from total RNA samples treated with DNase and single-end sequenced on the specified Illumina NextSeq 500 sequencing instrument. RNA-seq data are available online at the geo platform (GSE234392).

RNA-seq data (~37.7M reads per sample) were processed following the Illumina data processing pipeline. 

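The deposited counts without regard to strand add up to between 35088027 and 41608753 reads per heart, with a mean of 37.7M, and those on the strand of a gene to a mean of 38.6M. Reads in all, with those not counted on a gene, numbered between 45514023 and 54058078 per heart, with a median of 48091683. Reads counted on the opposite strand made up between 4.13% and 4.92% of those counted on either strand.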

STAR aligner was used to map reads on the GRCm38-mm10 mouse reference genome. Subsequent data analysis was performed in R. Briefly, unexpressed genes were pre-filtered using a cut-off of 10 read counts. 

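Of the genes in the deposited counts, 24697 had at least 10 counts over the 11 hearts when reads of both strands were counted, and 33012 had at least 1 count on their own strand. With reads of both strands and DESeq2, its filter set to an adjusted p of 0.05, 460 genes were higher and 55 lower at a fold change of at least 2. Of these 515 genes, 459 were also called on the strand counts by edgeR, 464 passed the adjusted p there and 3 were not tested there. For the 1817 genes of Supplementary Table S2 that were held, the log2 fold changes of that fit differed from the paper's by at most 1.5e-05. These settings were chosen after the number of genes had been seen.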

Count data of genes with non-zero expression (*n* = 24,697) were input into the DESeq2 package for differential expression analysis between *Pde2A*^*−/−*^ and *Pde2A*^*+/+*^ samples. The variance stabilizing transformation of data was done before PCA and hierarchical clustering of the heatmap. Functional enrichment analysis was performed using GSEA software and DAVID web tools.

cAMP and cGMP pathway analysis and comparison were performed using the annotations of the KEGG PATHWAY database.

For quantitative RT-PCR, mRNA was reverse transcribed to cDNA through Maxima H minus reverse transcriptase (Thermo Fischer Scientific, MA, USA). RT-qPCR reaction was carried out by using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, MA, USA). Target transcripts were analyzed using the Applied 7500 sequence detector system (Applied Biosystems, Carlsbad, CA, USA).

For the quantification analysis, the comparative threshold cycle (Ct) method was used. The Ct values of each gene were normalized to the Ct value of β-Act in the same RNA sample. The gene expression levels were evaluated by fold change using the equation 2^−ddCt^.

Primers used in mRNA analyses are reported in Supplementary Table S3.

### cAMP and cGMP assay

Embryonic hearts were homogenized and sonicated in 10 volumes of 0.1 M HCl with 0.1% Triton X-100 and processed with the Direct cAMP/cGMP ELISA kit (Enzo Life Science Inc., NY, USA) following the manufacturer’s instruction. Heart samples and standards were acetylated before being loaded onto the plate by using Acetic Anhydride and Triethylamine 1:2. Samples were incubated overnight at 4 °C on a plate shaker. A substrate solution was added and incubated for 1 hour at room temperature. The reaction was stopped, and samples were read by the spectrophotometer at an optical density of 405 nm. Results are referred to as cAMP and cGMP standard curves performed together with the cAMP and cGMP Assay.

### Reactive oxidative stress detection

Oxidative stress was quantified by measuring total reactive oxygen species (ROS) using 2 μM 2’,7’-dichlorodihydrofluorescein diacetate (CM-H2DCFDA; Thermo Fisher, MO, USA) staining and FACS analysis. Briefly, heart embryos, from untreated or NAC or Metaprolol treated mice, were dissected, washed in PBS, and dissociated with 5 mg/ml Collagenase Type II (Sigma-Aldrich, MO, USA) at 37 °C for 30 min. After washing with PBS, cells were resuspended in PBS and stained with CM-H2DCFDA for 30 min at 37 °C in the dark. At the end of the incubation, to remove the dye, cells were centrifuged and washed with PBS. The final cell suspensions were filtered through a 70 μm strainer, stained with Sytox Blue Dead Cell Stain (Thermo Fisher Scientific, MA, USA), and analyzed on a Cytoflex (Beckman Coulter, CA, USA). Flow cytometry data were analyzed with CytExpert software.

### Statistical analysis

All data are expressed as mean ± SEM and analyzed with Student’s *t*-test with two tails or ANOVA-one way or ANOVA-two way with Tukey correction. Differences were considered significant if *P < 0.05.

### Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary table S1

Supplementary Table S2

Supplementary Table S3

Supplemental Video S1

Supplemental Video S2

Supplemental Video S3

Supplemental Video S4

Supplemental Video S5

Supplemental Video S6

Supplemental Video S7

Supplemental Video S8

Supplemental Video S9

aj-checklist final.pdf

## Data Availability

The data supporting this study are presented in the paper and in the supplementary information. Other information is available upon request. RNAseq data have been deposited in the Gene Expression Omnibus and are accessible through the accession number GSE234392.

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 1 — Supplementary Figure S1

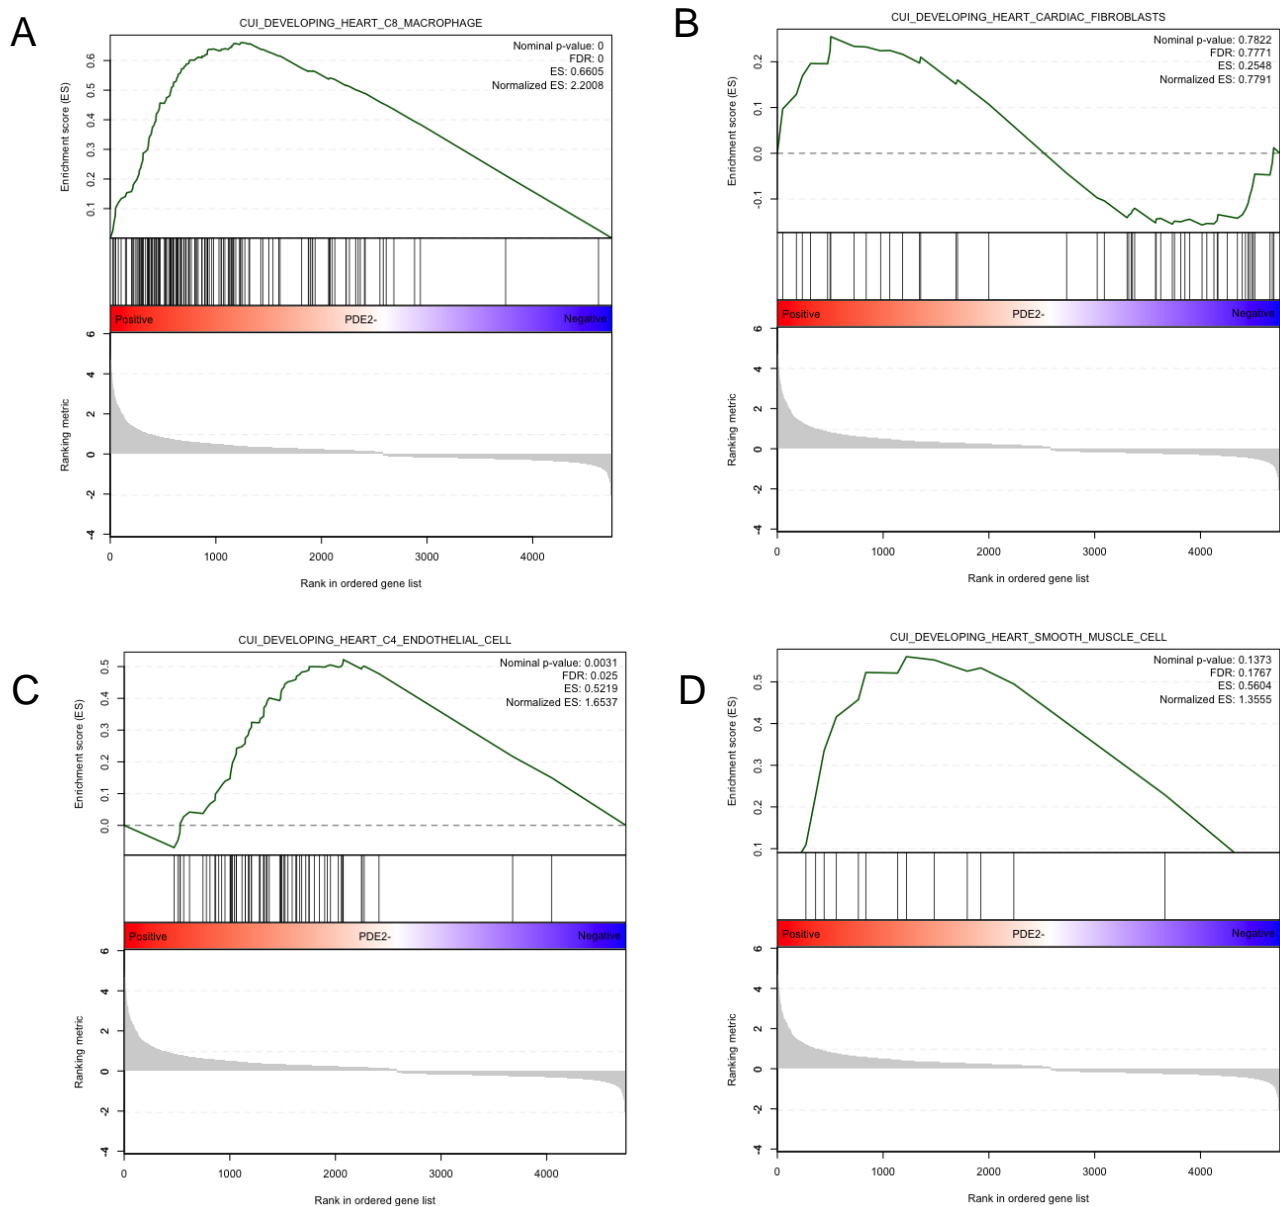

**Fig. S1:** Gene Set Enrichment Analysis (GSEA) of 515 *Pde2A*<sup>-/-</sup> differentially expressed genes by the gene sets from Molecular Signatures Database (MSigDB) for macrophage (A), fibroblast (B), endothelial (C) and smooth muscle cells (D); n=6 *Pde2A*<sup>+/+</sup> and n=5 *Pde2A*<sup>-/-</sup> hearts.

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 2 — Supplementary Figure S2

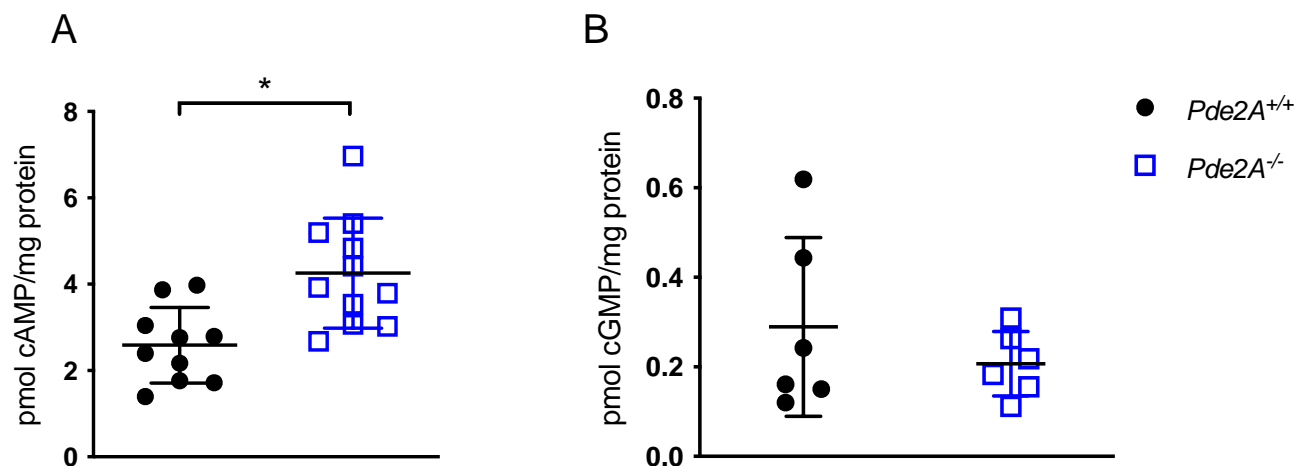

**Fig. S2:** cAMP but not cGMP levels are modified in hearts from *Pde2A*<sup>-/-</sup> embryos. A, B) cAMP and cGMP levels in *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> hearts. At least n=6 *Pde2A*<sup>+/+</sup> and n=7 *Pde2A*<sup>-/-</sup> hearts; unpaired Student's t-Test, \* P≤0.05.

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 3 — Supplementary Figure S3

A

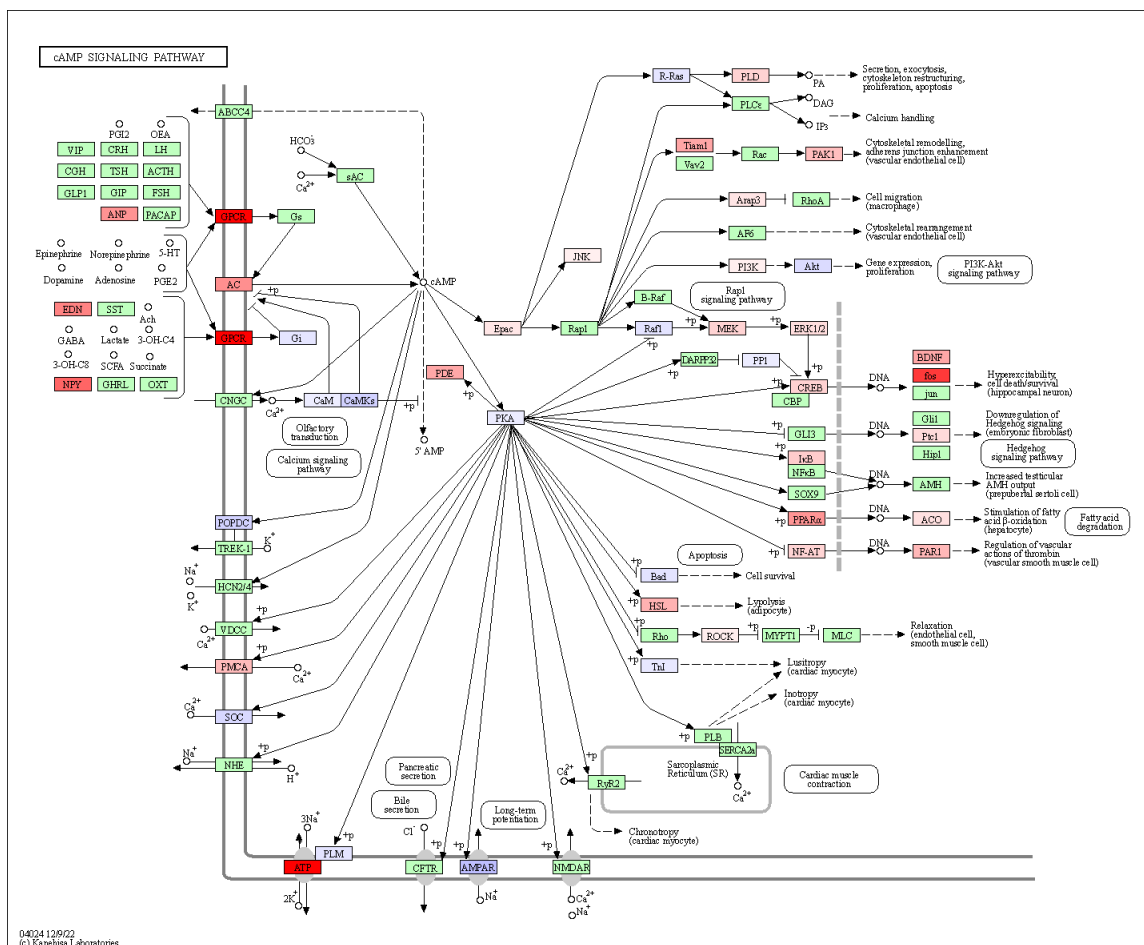

B

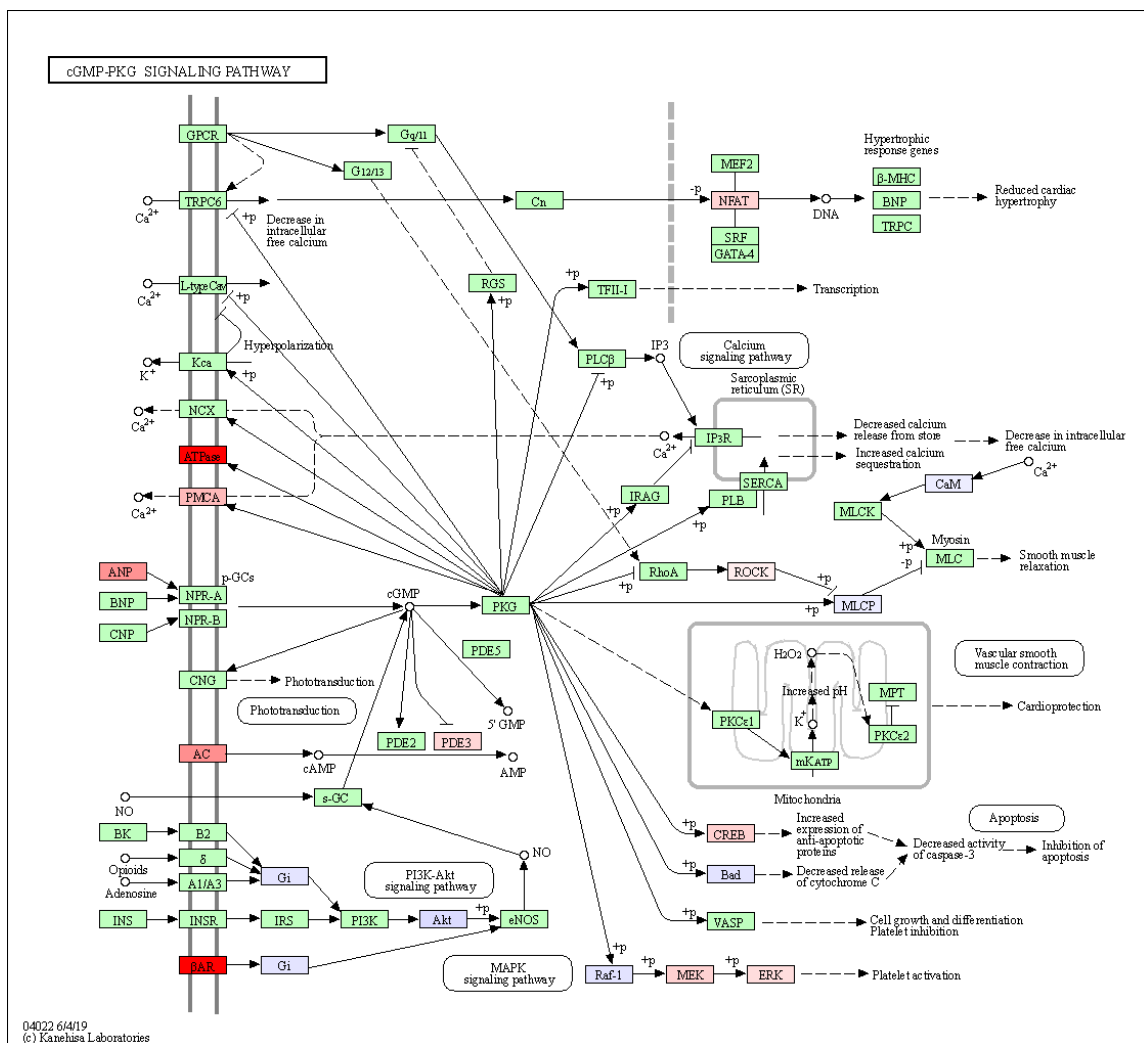

C

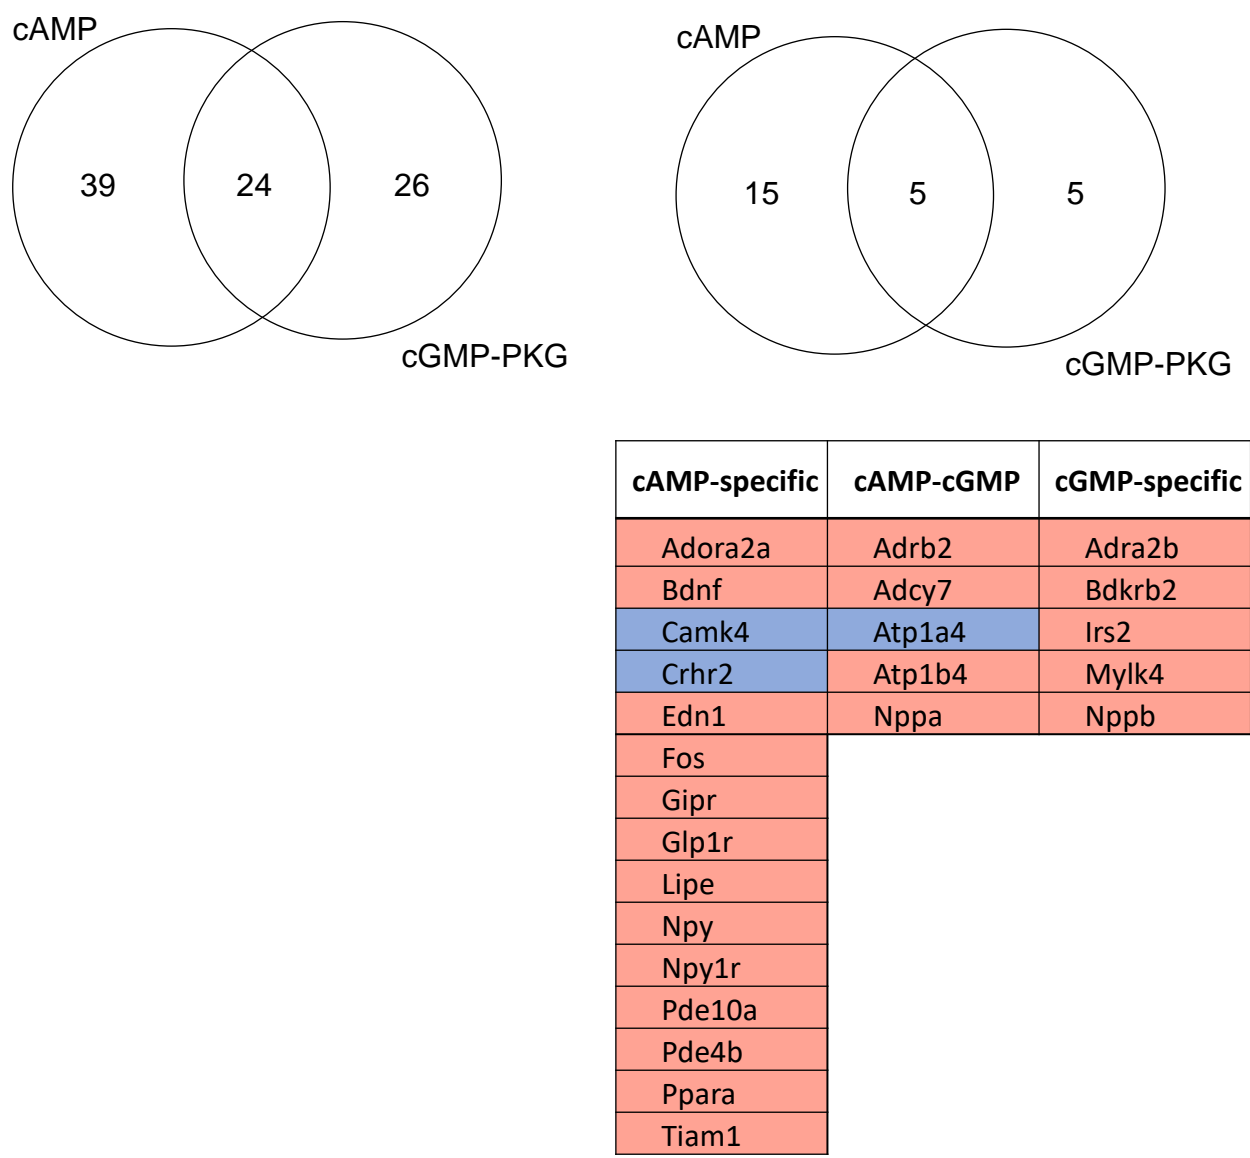

**Fig. S3:** Maps of cAMP (A) and cGMP-PKG (B) pathways by KEGG database and comparison of genes modulated in the two pathways (C). Up-regulated and down-regulated genes (p-adjusted < 0.05) in hearts of *Pde2A*<sup>-/-</sup> are indicated in red and blue, respectively (A, B, C). In (C) the Venn Diagrams show the common and specific modulated genes involved in cAMP and cGMP-PKG pathways (on the left), and among these, the highly modulated genes with absolute fold-change > 1.5 (on the right).

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 4 — Supplementary Figure S4

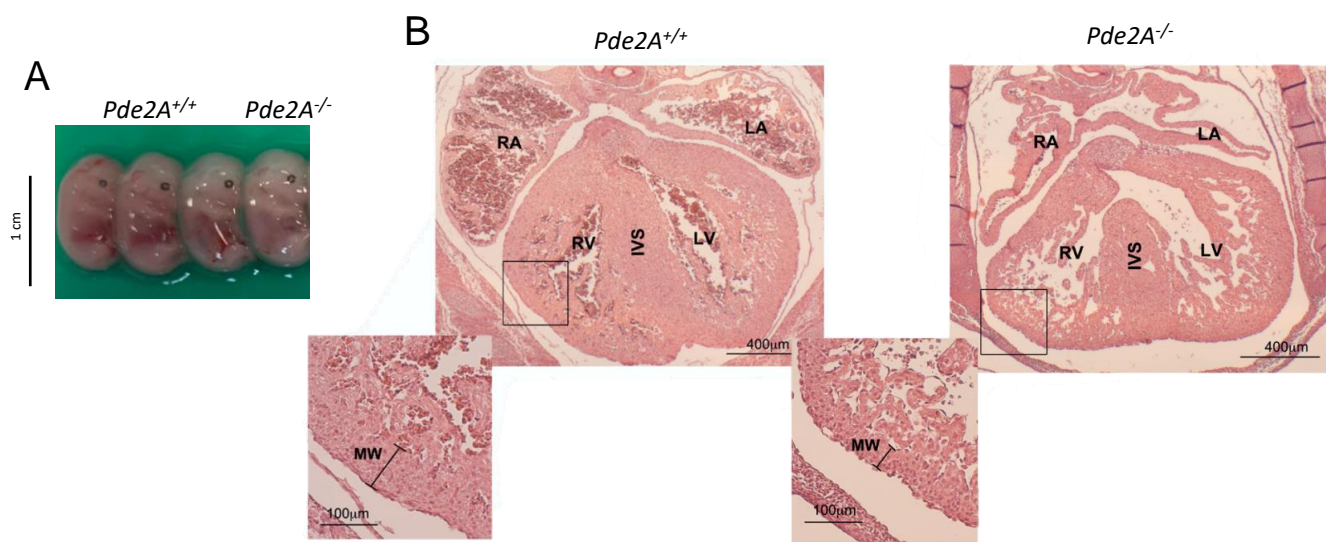

**Fig. S4:** A) Picture of *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> embryos at E14.5 Scale bar= 1 cm. B) Haematoxylin and Eosin staining of transversal sections of *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> embryos, the heart is shown. Left and right ventricles (LV, RV), atria (LA, RA) and interventricular septum (IVS) are indicated. Inset shows magnification of trabeculae and myocardial wall (MW).

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 5 — Supplementary Figure S5

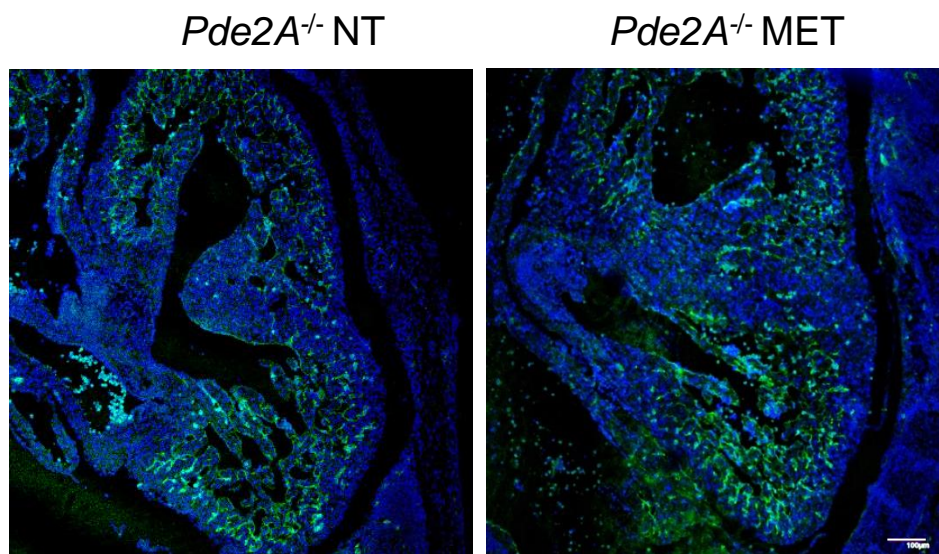

**Fig. S5:** Immunofluorescence with Endomucin (green) in E14.5 embryos detecting the endocardium network, n=2 each genotype and treatment. NT=not treated and MET=Metoprolol treated embryos. Hoechst was used to counterstain nuclei.

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 6 — Supplementary Figure S6

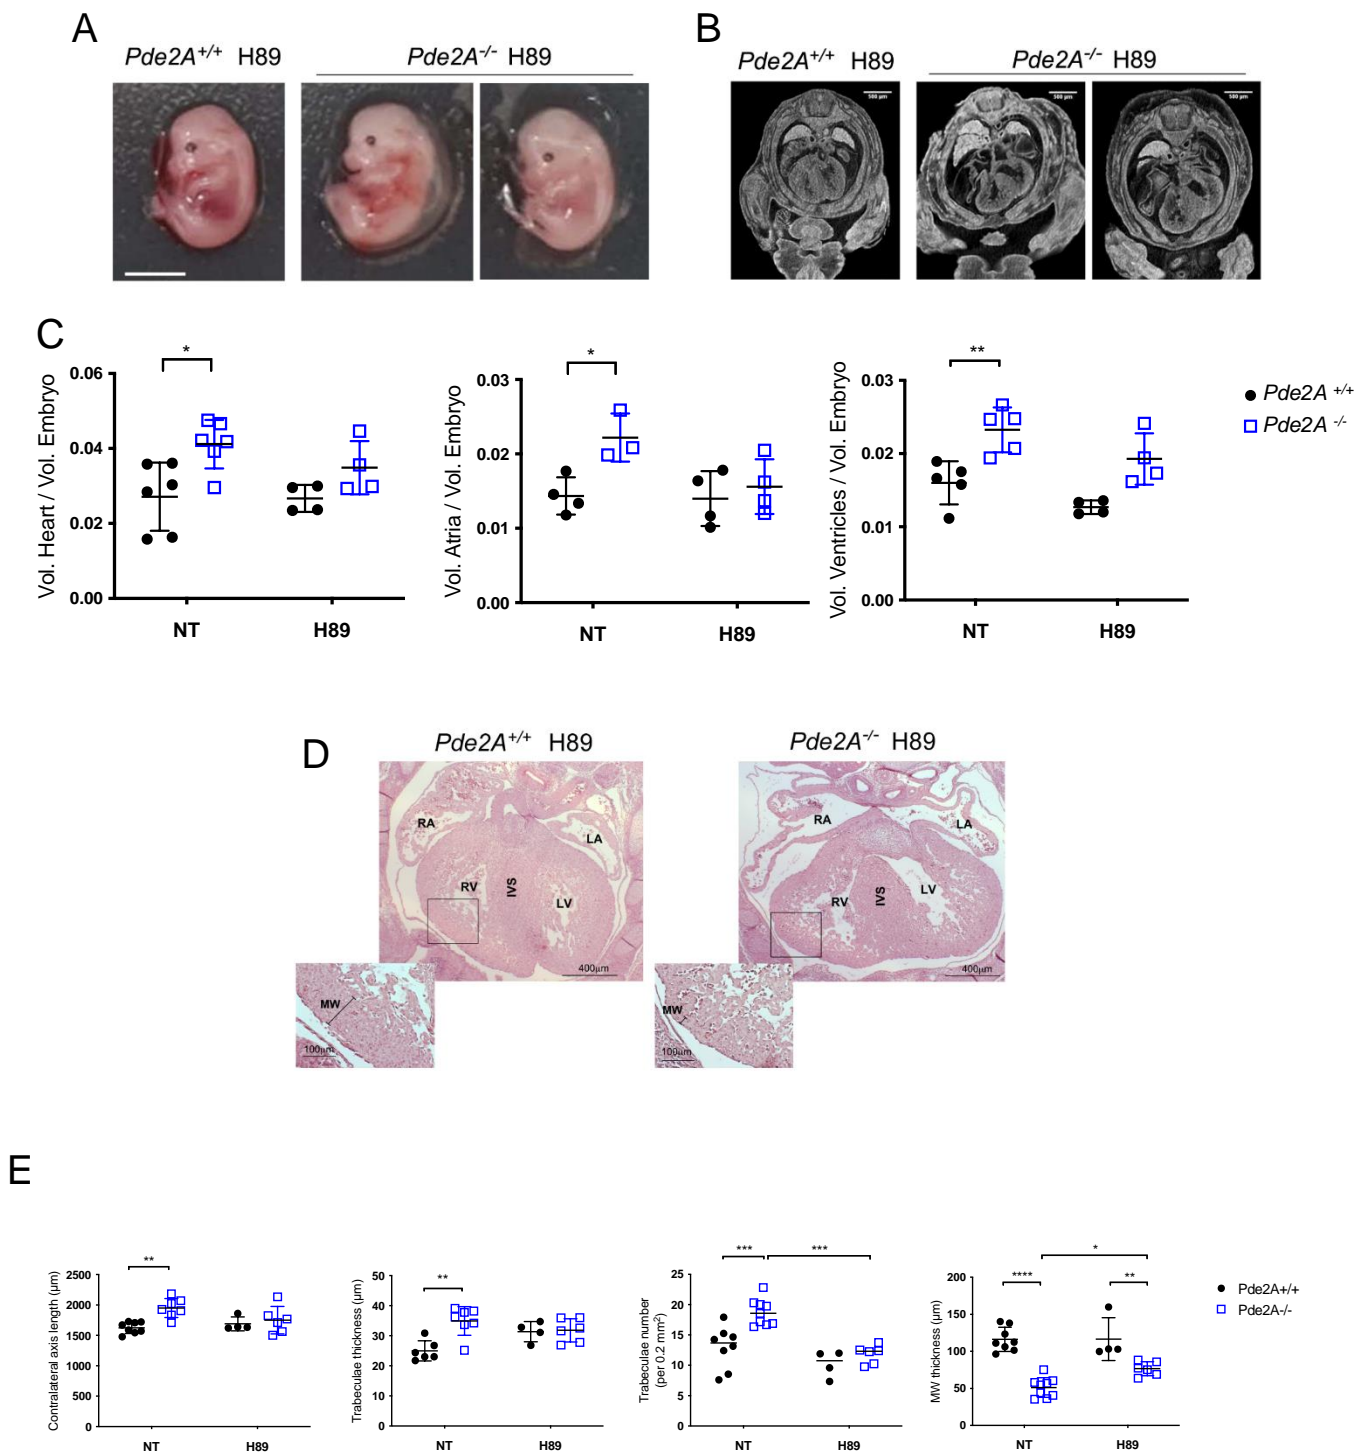

**Fig. S6:** Micro-CT and H&E examination show heart defects recovery after H89 treatment. A) Picture of *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> embryos at E14.5 treated with H89. Scale bar=0.5cm. B) Micro-CT picture of the hearts in H89 treated *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> embryos. C) Ratio between total heart, atrial, ventricular volumes relative to embryo volumes obtained by micro-CT analyses of H89 treated or not treated (NT) *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> embryos. At least n=4 for each genotype/treatment. D) Haematoxylin and Eosin staining of transversal sections of *Pde2A*<sup>+/+</sup> and *Pde2A*<sup>-/-</sup> H89 treated embryos, the heart is shown. Left and right ventricles (LV, RV), atria (LA, RA) and interventricular septum (IVS) are indicated. Inset shows magnification of trabeculae and myocardial wall (MW). E) Graphs of contralateral axis, trabeculae thickness and trabeculae number and myocardial analyses. At least =4 for each condition and genotype. ANOVA two-way was used to compare *Pde2A*<sup>-/-</sup> versus the relative *Pde2A*<sup>+/+</sup> in both conditions and *Pde2A*<sup>-/-</sup> not treated versus *Pde2A*<sup>-/-</sup> H89 samples. \*  $P \leq 0.05$ , \*\*  $P \leq 0.01$ , \*\*\*  $P \leq 0.001$ .

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 7 — Supplementary table S1

Supplementary Table S1: Knockout mouse models generated for the different Phosphodiesterases

| ***Pde isoform Knockouts*** | ***References*** | ***DOI*** |
| --- | --- | --- |
| **Pde1a** | Wang et al., 2017 | [10.1371/journal.pone.0181087](https://doi.org/10.1371%2Fjournal.pone.0181087) |
| **Pde1b** | Reed et al., 2002 | [10.1523/JNEUROSCI.22-12-05188.2002](https://doi.org/10.1523/jneurosci.22-12-05188.2002) |
| **Pde1c** | Cignar & Zhao, 2009 | [org/10.1038/nn.2289](https://doi.org/10.1038/nn.2289) |
| **Pde2a** | Stephenson et al., 2009 | [10.1369/jhc.2009.953471](https://doi.org/10.1369/jhc.2009.953471) |
| **Pde3a** | Masciarelli et al., 2004 | [10.1172/JCI21804](https://doi.org/10.1172%2FJCI21804) |
| **Pde3b** | Choi et al., 2006 | [10.1172/JCI24867](https://doi.org/10.1172/jci24867) |
| **Pde4a** | Hansen et al., 2014 | [10.1007/s00213-014-3480-y](https://doi.org/10.1007/s00213-014-3480-y) |
| **Pde4b** | Jin & Conti, 2002 | [10.1073/pnas.122041599](https://doi.org/10.1073/pnas.122041599) |
| Pde4c | Generated by Taconic | [www.taconic.com](http://www.taconic.com) |
| **Pde4d** | Jin et al., 1999 | [10.1073/pnas.96.21.11998](https://doi.org/10.1073/pnas.96.21.11998) |
| **Pde5a** | Gui et al., 2022 | [10.1055/a-1962-1613](https://doi.org/10.1055/a-1962-1613) |
| Pde6b | Yeo et al, 2019 | [10.1167/iovs.18-25556](https://doi.org/10.1167/iovs.18-25556) |
| **Pde7a** | Yang et al., 2003 | [10.4049/jimmunol.171.12.6414](https://doi.org/10.4049/jimmunol.171.12.6414) |
| **Pde7b** | Chevalier et al., 2012 | [10.1183/09031936.00102610](https://doi.org/10.1183/09031936.00102610) |
| **Pde8a** | Shimizu-Albergine et al., 2012 | [10.1124/mol.111.076125](http://dx.doi.org/10.1124/mol.111.076125) |
| **Pde8b** | Shimizu-Albergine et al., 2012 | [10.1124/mol.111.076125](http://dx.doi.org/10.1124/mol.111.076125) |
| **Pde9a** | Lee et al., 2015 | [10.1038/nature14332](https://doi.org/10.1038/nature14332) |
| **Pde10a** | Sciuciak et al., 2006 | [10.1016/j.neuropharm.2006.01.012](https://doi.org/10.1016/j.neuropharm.2006.01.012) |
| Pde11 | Wayman et al., 2005 | [10.1038/sj.ijir.3901307](https://doi.org/10.1038/sj.ijir.3901307) |

In bold *Pdes* expressed in the heart

# Supplementary material for: Modulation of cAMP/cGMP signaling as prevention of congenital heart defects in Pde2A deficient embryos: a matter of oxidative stress
**Source:** Cell Death Dis. 2024 Feb 23;15(2):169. doi: 10.1038/s41419-024-06549-1
**Supplement:** Supplementary file 9 — Supplementary Table S3

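Each primer was searched for, without mismatches, in the spliced transcripts of the GENCODE M21 annotation of GRCm38. For 23 of the 27 pairs, both primers lay in a transcript of the named gene, and for 21 pairs in no transcript of any other gene. The *Hspa1a* pair also fits *Hspa1b*, with a product of 155 bases. The other 4 pairs have 1 primer with mismatches to every transcript: the forward primer of *Actb* (1 mismatch in 17 bases), the forward primer of *Ncf1* (1 in 22), the forward primer of *Nfe2l2* (3 in 20) and the reverse primer of *Cxcl16* (3 in 19).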

**Table S3.** Primers used in mRNA analyses.

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| Bmp10 | 5'-TCCATGCCGTCTGCTAACAT-3' | 5'-AGCCATGACGACCTCTTCAT-3' |
| β-Act | 5'-TGACAGGATGCAGAAGA-3’ | 5'-GTACTTGCGCTCAGGAGGAG-3’ |
| Bnp | 5'-AAGCTGCTGGAGCTGATAAGA-3 | 5'-ATCCGATCCGGTCTATCTTG-3 |
| C3 | 5'-CGCAACGAACAGGTGGAGATC-3' | 5'-CTGGAAGTAGCGATTCTTGGCG-3' |
| Ccl12 | 5' GCTACAGGAGAATCACAAGCAGC3' | 5'-ACGTCTTATCCAAGTGGTTTATGG-3' |
| Ccl2 | 5'-AGGTCCCTGTCATGCTTCTG-3 | 5'-TCTCCAGCCTACTCATTGGG-3 |
| Cxcl1 | 5'-TCCAGAGCTTGAAGGTGTTGCC-3' | 5'-AACCAAGGGAGCTTCAGGGTCA 3' |
| Cxcl10 | 5'-AAGTGCTGCCGTCATTTTCT-3’ | 5'-CTTCCCTATGGCCCTCATTC-3’ |
| Cxcl16 | 5'-TCCTTTTCTTGTTGGCGCTG-3’ | 5'-CAGCGACACTGCCCCTGGT-3’ |
| Epor | 5'-TAGGCCCCCTCTGTCTCCTAC-3' | 5'-CAAGTCTTCCAAGCGTTGGGT-3' |
| Fgf23 | 5'-GGACCAGCTATCACCTACAGA-3' | 5'-TCATGGCTCCTGTTATCACC-3' |
| Gata1 | 5'-CTAAGGTGGCTGAATCCTCTGC-3' | 5'-CCTGTGGAATCTGATGGTGAGG 3' |
| Gpx1 | 5'-CGCTCTTTACCTTCCTGCGGAA-3' | 5'-AGTTCCAGGCAATGTCGTTGCG-3' |
| Hif | 5-GGCGAGAACGAGAAGAAAAA-3 | 5'-GAGCTCACATTGTGGGGAAG-3’ |
| Hspa1a | 5'-ACAAGTCGGAGAACGTGCAGGA-3' | 5'-GTTGTCCGAGTAGGTGGTGAAG-3' |
| Il1a | 5'-ACGGCTGAGTTTCAGTGAGACC-3' | 5'-CACTCTGGTAGGTGTAAGGTGC-3' |
| Irf7 | 5'-CCTCTGCTTTCTAGTGATGCCG-3' | 5'-CGTAAACACGGTCTTGCTCCTG-3' |
| Klf1 | 5'-CGGCGAACTTTGGCACCTAAGA-3' | 5'-AGGAGCAGGCATAAGGCTTCTC-3' |
| Ncf1 | 5'-GCTGACTACGAGAGGAGTTCGG-3' | 5'-CCTCGCTTTGTCTTCATCTGGC-3' |
| Ncf2 | 5'-GCAGAAGAGCAGTTGGCATTGG-3' | 5'-CTGCCTCTCATTTGGACGGAAC-3' |
| Nox2 | 5'-TGGCGATCTCAGCAAAAGGTGG-3' | 5'-GTACTGTCCCACCTCCATCTTG-3' |
| Nrf2 | 5'-CAGCGACGGAAAGAGTATGA-3’ | 5'-TGGGCAACCTGGGAGTAG-3’ |
| Serpin1 | 5'-TCATCAGACAATGGAAGGGC-3’ | 5'-GCCAGGGTTGCACTAAACAT-3’ |
| Stat1 | 5'-GCCTCTCATTGTCACCGAAGAAC-3' | 5'-TGGCTGACGTTGGAGATCACCA-3' |
| Stat3 | 5'-AGGAGTCTAACAACGGCAGCCT-3' | 5'-GTGGTACACCTCAGTCTCGAAG-3' |
| Ucp2 | 5'-TAAAGGTCCGCTTCCAGGCTCA-3' | 5'-ACGGGCAACATTGGGAGAAGTC-3' |
| Vegfa | 5'-GATCATGCGGATCAAACCTC-3’ | 5'-AATGCTTTCTCCGCTCTGAA 3’ |

How the deposited data were processed for this re-analysis (not part of the article)

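RNA was sequenced from the hearts of 5 *Pde2A*-/- and 6 *Pde2A*+/+ embryos at E14.5, 1 library per heart, from single-end reads of stranded poly(A) libraries on a NextSeq 500. The authors mapped the reads to GRCm38 with STAR and deposited, for each heart, the counts that STAR gives per gene: reads counted without regard to strand, on the gene's sense orientation and on the opposite one, as whole numbers without normalization or filtering, with the reads not counted on any gene in 4 separate lines. A read that lies on more than 1 gene is in none of these counts. The genotype and the replicate name of each heart were taken from the deposited labels. No batch or litter is stated there or in the paper, and the paper used embryos of both sexes without giving the sex of single hearts.

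Gene names and positions were taken from GENCODE M21; 55141 of the gene identifiers matched it, 1 was named from another table and 345 had no name. The strand column with the larger total was used throughout. Genes with at least 10 counts over the 11 hearts were kept, 24177 genes. With edgeR 4.0.16 in R 4.3.3, library sizes were normalized by TMM and the genotypes compared by the quasi-likelihood test with Benjamini-Hochberg adjustment. edgeR gives no standard error of a gene's log2 fold change. The one printed is the absolute log2 fold change divided by the square root of the F statistic. It restates the test and is approximate, also where it is set beside the paper's error from DESeq2. A gene was called at an adjusted p under 0.05 and a fold change of at least 2. The CPM values are TMM-normalized counts scaled to a common library size, and means on the log2 scale use a prior count of 2. A gene with 3 counts or fewer in every heart of a genotype is given only as a bound on its fold change, computed against that count. Principal components used the blind variance stabilizing transformation of DESeq2 1.42.0 and the 500 genes with the largest variance.

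Lists of marker genes for cardiomyocytes, endothelium, fibroblasts, smooth muscle, macrophages, erythroid cells, interferon response, chemokines and inflammation, hypoxia, angiogenesis and antioxidants were written by hand from general knowledge, because the members of the MSigDB and DAVID sets were not held, and the genes that the study picked for RT-qPCR were left out of them. They were tested by camera from limma 3.58.1 with a preset correlation of 0.01, adjusted over the 11 lists, with fry and an estimated correlation beside it. The mean log2 CPM of a list per heart was compared by an exact permutation test, two-sided, over the 462 splits of 5 against 6 hearts, whose smallest p is 0.0022. Lists for thymus, liver, lung and skeletal muscle were written after the libraries had been seen. The 100 tested genes on each side of *Pde2a* on chromosome 7 were compared with all other genes by Fisher's exact test, two-sided, and with windows of 201 genes elsewhere; this test was set after genes of chromosome 7 had been seen near the top of Supplementary Table S2. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

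The genes named in the text are *Pde2a* and those that the paper names for its RNA-seq or shows in Figs. 2, 5A and S3C; the Pde family; the 5 largest rises and the 5 largest falls among called genes with a mean of at least 1 CPM whose genotypes do not overlap; up to 8 called genes with the largest changes among the 200 neighbours of *Pde2a*; the 3 largest changes in each list; further NADPH oxidase subunits, globins, *Hspa1b*, *Xist* and 4 Y-linked genes. The mean of at least 1 CPM is over the 11 hearts. Genes of the lists for other tissues, and those with the largest weights on the first principal component, were named after their values were seen. Single results for 4 genes are not reported here, and the counts of genes in the RT-qPCR and cAMP and cGMP sets include them.

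The gene calls, the list test and the neighbour test were tested on simulated data with known answers. Of 200 genes changed by 2 on the log2 scale among 23692 genes, edgeR recovered 199 with 4 wrong calls, and DESeq2 200 with 8. Without any change edgeR made 0 calls and DESeq2 4. The changed genes were taken from those with a mean of at least 1 CPM, so recovery at lower counts or of smaller changes was not tried. With the macrophage genes raised by 1 on the log2 scale among 23641 genes, the list test gave a median of 0.969 and 0 of the other lists passed. The simulated genes were drawn independently, so the list test was not tried on genes that vary together. With 30 of 200 neighbours raised, 30 were called and 0 of 19177 windows apart had as many. No other gene was raised, so the count of windows was set by the simulation and is no test of the window comparison.

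The alternatives tried, 1 at a time, were DESeq2 in place of edgeR, DESeq2 size factors, edgeR's filterByExpr, no filter on counts, reads of both strands, globin genes left out, the naming style of the replicates or *Xist* as a covariate, other thresholds, other settings of the principal components and of the neighbour test, and each of the 11 hearts left out in turn. DESeq2 on reads of both strands with its filter set to 0.05, with and without *Pde2A*+/+ replicate 7, was added after the data had been seen. Reads counted on the strand of a gene numbered between 35865537 and 42835382 per heart; intervals from counting alone would be narrower than the spread between hearts, since the squared difference between hearts of the same genotype was at least 15.9 times that of counting error. The RT-qPCR, histology, micro-CT, cyclic nucleotide and drug treatment data were not analysed here, and the members of the KEGG pathways were not used here.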

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

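The test of the genes around *Pde2a* was set after genes of chromosome 7 had been seen near the top of Supplementary Table S2. The erythroid list was among the 11 lists, and its list tests were not chosen after the results were seen. The fits with *Xist* as a covariate and without single hearts were among the alternatives set before, apart from those with DESeq2 on reads of both strands. The other tests in this part were chosen only after the results were seen.

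Called genes lay close together around *Pde2a* on chromosome 7, a pattern that the paper's text does not mention. Of the 200 tested neighbours of *Pde2a*, which span 16.8 Mb from 92639949 to 109444893, 18 were called, 10 higher and 8 lower (9%), against 604 of the 23921 other tested genes placed on a chromosome (2.52%; Fisher's exact test, two-sided, p = 4.76e-06, odds ratio 3.82). Between 5 Mb before and 5 Mb after *Pde2a*, 6.9% of the genes before it and 13.25% of those after it were called. Of 19710 windows of as many neighbouring genes apart from *Pde2a*, 0 held as many calls, and the most in any was 17. Of 100 splits of the 11 samples drawn at random, the real one included, 1 gave as many called neighbours, the real one; the others called at most 3 genes in all, so this count does not bear on where the calls lie. Among the called neighbours, 6 of 18 had 3 counts or fewer in every heart of a genotype, against 78 of the 607 other called genes (Fisher's exact test, p = 0.024): *Gm35082* was at least 72-fold and *9130208D14Rik* at least 5.4-fold higher, and *Trim12a* was at least 115.4-fold, *Gm15133* at least 2.2-fold and *Gm45012* at least 1.3-fold lower in *Pde2A*-/- hearts, the counts of *Gvin1* set no bound, and *Gm1966* fell by 4.47 on the log2 scale (standard error 0.47). A response of interferon genes near *Pde2a* would raise them, and the values argue against it for the genes lower. Of the 200 neighbours 8 were called lower (4%), against 0.33% elsewhere (Fisher's exact test, p = 7.08e-07). For the 10 genes higher it stays open, since 0 of the 26 genes of the interferon response list are neighbours and the list cannot speak for them. Fisher's exact test takes genes as independent, whereas several called neighbours are *Trim* genes that lie close together. A candidate explanation is strain sequence linked to the targeted allele, which the paper gives as B6;129P2 in matings of heterozygous parents, so that *Pde2A*-/- hearts may carry another strain's sequence of these genes. It needs calls to lie closer together there than in most windows elsewhere: as many calls were held by 0 of 19710 windows apart with 100 genes on each side, by 229 of 21910 with 50 and by 453 of 11163 with 300, so at the other 2 widths *Pde2a* was not alone. The litters of the embryos and the reads were not available, and an effect of Pde2A loss on genes near it stays open as untested. *Ucp2*, 0.93 Mb from *Pde2a*, rose by 1.15 on the log2 scale. An effect of the loss of Pde2A and one of linked sequence cannot be told apart for *Ucp2*, since any linked sequence would go with the genotype.

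The ratio of *Hbb-bt* to *Hbb-bs*, 2 adult β-globin genes that lie 2.39 and 2.40 Mb from *Pde2a*, was 0.266 ± 0.011 (SD, n = 5) in *Pde2A*-/- and 0.505 ± 0.019 (SD, n = 6) in *Pde2A*+/+ hearts (exact permutation test, two-sided, p = 0.0022, the smallest p possible). Supplementary Table S2 of the paper lists *Hbb-bt* as lower; the paper's text names neither gene. Linked strain sequence is a candidate explanation, because the 2 genes are near-identical and a variant could move reads between them; but the ratio of *Hba-a2* to *Hba-a1* on chromosome 11, which is not linked to *Pde2a*, also differed, at 0.594 ± 0.010 against 0.672 ± 0.025 (same exact test, p = 0.0022), by less. Linked sequence and another balance of globin genes in *Pde2A*-/- embryos cannot be told apart for *Hbb-bt*, since the counts hold no reads in which a variant could be seen.

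The paper's text does not name the erythroid lineage for its RNA-seq, but it reports anemia and a reduced liver in *Pde2A*-/- embryos. The erythroid list had a median log2 fold change of 1.98, with 25 of 28 genes higher, 24 of them past an adjusted p of 0.05. Its mean was above every *Pde2A*+/+ heart in 5 of 5 *Pde2A*-/- hearts (adjusted p = 1.32e-81 by camera, 4.01e-05 by fry and 0.0048 by camera with an estimated correlation). *Hemgn*, *Rhag* (4.40) and *Gfi1b* (4.35) rose most on the log2 scale; 26 of the list's genes had at least 1 CPM in *Pde2A*+/+ hearts, and none was in another list or picked by the study, which did pick *Klf1*, *Gata1* and *Epor*. Of the 100 splits, 1 gave a median as large, the real one. More red blood cells of every stage would raise the globins too, and the tables argue against this: the median of the 4 adult globins was −0.61, the highest globin of the list lay under 25 other genes of it, and globins took 0.700% ± 0.144 of the counts in *Pde2A*-/- and 0.933% ± 0.446 in *Pde2A*+/+ hearts (exact permutation test, two-sided, p = 0.31). The embryonic globins did not fall with the adult ones: *Hbb-bh1*, *Hbb-y* and *Hba-x* were at 0.79, 0.24 and 0.22 on the log2 scale, none past an adjusted p of 0.05, and the log2 ratio of *Hba-x* to *Hba-a1* was −2.27 ± 0.440 in *Pde2A*-/- and −2.95 ± 0.571 in *Pde2A*+/+ hearts (same exact test, p = 0.063), that of *Hbb-y* to *Hbb-bs* 0.255 ± 0.552 and −0.458 ± 0.824 (p = 0.13). A shift to earlier erythroid stages was thus not separated from none. Without the globins the list had 26 genes and a median of 2.01. Fetal liver attached to the samples would raise liver genes, and the tables argue against this too: the mean of a list of 12 liver genes differed by −1.13 log2 between *Pde2A*-/- and *Pde2A*+/+ hearts (standard error 0.844, exact permutation test p = 0.22), lower where the erythroid genes were higher. Single hearts did differ in liver genes: the highest *Pde2A*-/- heart was replicate D, at a mean of −0.382 log2 CPM against −2.88 to −2.46 in the other *Pde2A*-/- hearts, and *Pde2A*+/+ replicates E, 11 and H lay at 1.22, 0.10 and −0.09. The globins are also shared by near-identical copies, whose reads were left out of the counts. More erythroid cells of early stages in *Pde2A*-/- hearts stay open, as does expression in other cells, which was not tested. Whether the rise goes with the anemia of these embryos was not tested either.

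*Pde2A*+/+ replicate 7 stood apart from the other *Pde2A*+/+ hearts in 4 measures. A list of 17 thymus genes, 16 of them tested, had a mean of 2.27 log2 CPM in it, against −2.77 to −2.32 in the other *Pde2A*+/+ hearts, the chemokine and inflammation list −0.0971 against −0.65 to −0.518, *Camk4* 3.68 CPM against 0.795 to 1.30, and *Rac2* 16.9 against 3.23 to 5.07. Of the 16 thymus genes, 13 were highest in this library and 9 were over 10 times any other library, which is consistent with thymus tissue in the sample. It would explain part of what this heart adds: without it *Camk4* fell by 0.43 in place of 0.97 on the log2 scale (adjusted p = 0.233 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0485 to 0.233 over the alternatives with all hearts), *Rac2* rose by 1.15, and the median of the chemokine and inflammation list was 1.09 in place of 0.84. It is not the whole source of the genes lower in *Pde2A*-/- hearts, of which 59 of 90 were also called lower without it; other *Pde2A*+/+ hearts left out lost between 28 and 40 of the 90 calls, and *Pde2A*+/+ replicate 7 lost 31. With DESeq2 on reads of both strands, added after the data had been seen, 23 of 55 calls lower were lost without it. *Epcam*, *Krt17* and *Lax1* were among them (named after their values were seen). Without *Pde2A*+/+ replicate 11, 26 were lost, and 3, 7, 7 and 9 without each of the remaining *Pde2A*+/+ hearts. Replicate 11 held signal of lung genes, so it is not a clean comparison. Thymus tissue in *Pde2A*+/+ replicate 7 as the source of part of the genes lower stays open, as does other tissue in replicate 11. Of the 90 genes lower, 19 were highest in *Pde2A*+/+ replicate 7, where 15 would be by equal shares.

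*Pde2A*+/+ replicate 8 differed from the other *Pde2A*+/+ hearts in *Xist*, at 263 CPM against 0.0272 to 0.199, and in the Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, each at 0 CPM against at least 86.4, 39.3, 35.8 and 31.4, as a female embryo among male ones would. Among *Pde2A*-/- hearts, replicates A and 14 had high *Xist*, at 8.54 and 8.66 log2 CPM. The sex of the embryos does not explain the calls: with *Xist* as a covariate, 94.1% of the calls were also made.

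Further values stood apart in single genes. *Ncf1* was lowest in *Pde2A*+/+ replicate 6 at 3.59 CPM (others 4.80 to 5.21), as was *Glp1r* at 0.329 (others 0.576 to 0.704); *Edn1* was highest in *Pde2A*+/+ replicate 8 at 18.8 (others 9.72 to 12.4), and *Nppa* lowest in *Pde2A*-/- replicate A at 1780 (others 2720 to 3130). At the count floor, *9130208D14Rik* had 0.0249 CPM in *Pde2A*+/+ replicate H, *Gm15133* 0.0275 in *Pde2A*-/- replicate 15 and *Gm45012* 0.0261 in *Pde2A*-/- replicate A, with 0 in the other hearts of the genotype, and *Gm45012* was lowest in *Pde2A*+/+ replicate 11 at 0.0272; these rest on single reads. In all, 19 of 302 groups of hearts had such a value where chance gives about 15.1, 6 of them in *Pde2A*+/+ replicate 8 and 4 in *Pde2A*+/+ replicate 7, so single ones need no explanation, and no biological explanation was tested for them.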

How the results depend on the processing

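The alternatives were set before the data were examined, apart from DESeq2 on reads of both strands with its filter at 0.05, which was chosen only after the result was seen. No paired analysis was possible because the 2 genotypes share no replicate numbers.

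Over the 20 other fits of the calls, 0 called genes changed direction, and between 68.3% and 100% of the called genes were also called. The genes lower in *Pde2A*-/- hearts depended most on the processing. From 90 they moved to 57 with DESeq2, to 55 with DESeq2 on reads of both strands, to 37 with edgeR's filterByExpr, which tests fewer genes (16853), to 436 at an unadjusted p under 0.05 and to 215 at a fold change of at least 1.5, and they ranged from 35 to 137 across the 11 fits that each left out 1 heart, lowest without *Pde2A*-/- replicate 15 and highest without *Pde2A*-/- replicate A; apart from the filter and the thresholds, whose construction changes the number, the cause was not tested. The genes higher moved from 535 to 981 at a fold change of at least 1.5; under the other alternatives they ranged from 396 to 698. Reads of both strands gave 538 higher and 93 lower, DESeq2 size factors 534 and 91, no filter 534 and 85, globin genes left out 542 and 90, the naming style as covariate 566 and 100, and *Xist* as covariate 593 and 91.

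With the correlation estimated from each list, 6 lists were no longer past the threshold: cardiomyocyte (median −0.22, adjusted p = 0.151), endothelial (0.17, 0.229), fibroblast (0.16, 0.296), chemokine and inflammation (0.84, 0.0652), hypoxia (0.82, 0.121) and antioxidant (0.16, 0.0652). The larger correlation widens the error of a list by construction. Interferon response, erythroid and macrophage stayed past it under each alternative, and smooth muscle and angiogenesis under none. With each heart left out, the medians ranged from −0.27 to −0.18 for cardiomyocytes, from 0.79 to 0.96 for macrophages, from 2.28 to 2.58 for interferon response, from 0.63 to 0.96 for hypoxia and from 0.73 to 1.09 for chemokines. With 300 genes on each side of *Pde2a*, 27 of 600 neighbours were called (Fisher's exact test, p = 0.00558), and with 50, 10 of 100 (p = 2.61e-04), where 453 of 11163 and 229 of 21910 windows apart held as many calls; the wider set takes in genes farther from *Pde2a*. The genotypes did not overlap on the first principal component in any of the 16 alternatives.

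Among single genes, 8 changed direction, each without passing an adjusted p of 0.05 in either direction in those fits, and the cause was not tested. With reads of both strands *Pde8b* was −0.13 (log2), and −0.14 with DESeq2 as well; *Pde11a* was −0.003 in that fit and from −0.19 to 0.19 without 1 heart; *Pde1b* was 0.034 with the naming style as covariate and from −0.115 to 0.055 without 1 heart. With *Xist* as covariate, *Xist* itself was −0.034, *Ddx3y* 0.23 and *Uty* 0.20; without 1 heart, *Ddx3y* ranged from −0.48 to 0.16, *Uty* from −0.58 to 0.15, *Pde7a* from −0.015 to 0.046 and *Higd1b* from −0.83 to 0.16. Of the 129 genes named, 90 kept their direction and their side of the threshold under every setting run for them, and 39 did not under at least 1. Counting each gene or other single result under each setting, 61 became stronger, 56 weaker, 25 reversed and 4 moved, against 2429 that stayed the same.

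The depth limits the genes near the count floor: 33 of the genes called lower had 3 counts or fewer in every *Pde2A*-/- heart. *Pde2a* and *Gm45837* had under 10 counts over all hearts and were not compared between the genotypes. Whether depth was the cause of their low counts was not tested. No alternative in the plan was left out.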

Differences from the paper's values

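The number of genes lower in *Pde2A*-/- hearts was 90, and the paper's number is 55. Of the alternatives set before the data were examined, DESeq2 in place of edgeR (57), edgeR's filterByExpr (37), and leaving out *Pde2A*-/- replicate 14 (42) or D (46) or *Pde2A*+/+ replicate 7 (65), 11 (77), 6 (60), 8 (76), H (66) or E (70) gave numbers within 1.5 times the paper's. DESeq2 size factors (91), no filter (85), reads of both strands (93), globin genes left out (90), the naming style (100) or *Xist* (91) as covariate, leaving out *Pde2A*-/- replicate A (137), B (99) or 15 (35), an unadjusted p (436) and a fold change of at least 1.5 (215) did not. DESeq2 on reads of both strands with its filter set to 0.05, which was chosen after seeing the values, gave 55 lower and 460 higher, the paper's numbers.

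The log2 fold change of *Il1a* was 2.95 (standard error 0.43), and the paper's value in Supplementary Table S2 is 2.34 with a standard error of 0.518. Among the alternatives set before the data were examined, reads of both strands (2.30) and leaving out *Pde2A*-/- replicate 14 (2.84) or D (2.73) or *Pde2A*+/+ replicate H (2.79) came within the larger error, and the others did not. DESeq2 on reads of both strands, chosen after seeing the values, gave 2.34. Of the 50 genes that the study names, 36 are in the part of the table that was held, and 1 of them, *Il1a*, differs by more than the larger error.

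The paper states that the smooth muscle lineage is positively correlated with *Pde2A*-/- hearts. Its GSEA took its differentially expressed genes alone, whereas the lists here were tested whether or not their genes were called. The measures are thus unlike, and the list is no test of the paper's statement. The median log2 fold change of the smooth muscle list, whose genes are not those of the paper's set, was −0.20 (camera, adjusted p = 0.25). The alternatives gave medians from −0.21 to −0.11 with all hearts and from −0.22 to −0.09 with each heart left out. The paper names angiogenesis among the processes of the genes higher, from DAVID on its differentially expressed genes alone. The angiogenesis list, taken over all its genes, had a median of 0.11 and did not pass the test (camera, adjusted p = 0.422). DAVID's own set was not used here, so this is no test of the paper's term. The paper shows *Nppb*, *Bdkrb2*, *Mylk4*, *Npy1r*, *Atp1b4*, *Bdnf* and *Camk4* as changed in Supplementary Fig. S3C, and these did not pass an adjusted p of 0.05 by edgeR. Of the alternatives set before the data were examined, DESeq2 in place of edgeR had *Nppb*, *Bdkrb2*, *Mylk4*, *Npy1r*, *Atp1b4* and *Bdnf* past it, filterByExpr *Nppb*, *Bdkrb2*, *Mylk4* and *Npy1r*, reads of both strands *Nppb*, *Bdkrb2* and *Mylk4*, no filter and globin genes left out *Nppb*, the naming style as covariate *Nppb* and *Bdkrb2*, and *Xist* as covariate *Mylk4*, *Npy1r* and *Atp1b4*. Leaving out *Pde2A*-/- replicate A had all of them but *Camk4* past it, leaving out *Pde2A*-/- replicate B *Nppb*, *Bdkrb2* and *Npy1r*, and leaving out *Pde2A*+/+ replicate 6, 8 or E had *Nppb*, *Bdkrb2* or *Npy1r* past it, in that order. DESeq2 on reads of both strands, chosen after seeing the values, had all 25 genes of that figure past it, *Camk4* with them.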

Other observations

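The tests in this part were chosen only after the results were seen, apart from those of the number of called genes and those of the Pde genes. Among the tests of the number of called genes, that of the globin share was also chosen after.

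*Pde2a* had 7 counts in all 11 hearts, while its neighbour *Arap1* had 24393. A possible explanation is that reads were left out because they lie on *Gm45837* as well, which covers 87.9% of the bases in the exons of protein-coding *Pde2a* transcripts. Of 156 protein-coding genes with over 99% of their exon bases shared on their strand, 155 had under 10 counts, against 4898 of 20139 with none shared and 11 of 52 with 60% to 70% shared; of all bases in *Pde2a* exons 64.3% are shared. Reads left out and little expression of *Pde2a* cannot be told apart, because the counts hold no reads on 2 genes.

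The number of called genes stood apart from chance: 1 of the 100 splits of the 11 samples, the real one, gave as many. For the genes measured by RT-qPCR and the genes of the cAMP and cGMP pathways the number was also 1 of 100, but the study chose both sets for their change between the genotypes in these libraries, so this is no test against chance. Among the lists, the number of splits with a median as large, of 100, was 1 for endothelial, macrophage and interferon response, 2 for cardiomyocyte, chemokine and inflammation, hypoxia and antioxidant, 3 for smooth muscle, 17 for fibroblast and 28 for angiogenesis. Fibroblast and angiogenesis medians of this size were thus common among splits that mix the genotypes. Sequencing depth does not explain the calls (total counts, exact permutation test, two-sided, p = 0.87), nor does the share of globins, at most 1.645% of the counts of any heart, which is too small to shift other genes by 2-fold, nor the naming of replicates by letters or numbers, with 93.6% of the calls also made with it as a covariate.

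In the macrophage list, a smaller share of cardiomyocytes would raise the markers of every other cell type alike, and the tables argue against it as the whole cause: less the mean of the endothelial, fibroblast and smooth muscle lists, the macrophage list was −2.62 ± 0.091 log2 in *Pde2A*-/- and −3.41 ± 0.162 in *Pde2A*+/+ hearts (exact permutation test, two-sided, p = 0.0022). More macrophages, or more expression per macrophage, stay open. The interferon response is not what more macrophages alone would give: 22 of the 26 interferon genes rose more than any macrophage marker, whose highest log2 fold change was 1.43. The interferon genes lie on 12 chromosomes.

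*Pde2A*-/- hearts differed among themselves in hypoxia genes, with means of 6.27 (replicate A), 6.59 (B), 7.19 (14), 7.37 (D) and 7.63 (15) log2 CPM; no explanation was tested.

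Some hearts held signal of other tissues. Of 8 skeletal muscle genes, 5 had *Pde2A*-/- replicates B and D as their highest libraries, with means of 1.98 and 1.80 log2 CPM against −0.67 to 0.97 in the other hearts, so skeletal muscle in these samples is a candidate source of the *Atp1b4* counts (log2 fold change from 1.78 without replicate D to 3.15). Lung genes, 5 of 8 tested, had a mean of −0.66 in *Pde2A*+/+ replicate 11, −1.81 in *Pde2A*+/+ replicate 7 and −2.89 to −2.22 in the other hearts.

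Of the 19 Pde genes tested, 0 were called; 7 were higher past an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), namely *Pde7b* (log2 fold change 0.61), *Pde10a* (0.70), *Pde4b* (0.62), *Pde4a* (0.41), *Pde4d* (0.35), *Pde1a* (0.31) and *Pde3a* (0.31), and 0 were lower past it, where 9 were higher and 3 lower at an unadjusted p under 0.05. Under DESeq2 in place of edgeR, *Pde12*, *Pde3b* and *Pde6d* were lower past it (−0.53, −0.11 and −0.15), and *Pde1c* higher (0.49). *Pde7b*, *Pde4b*, *Pde4d* and *Pde1a* were higher in 5 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart, *Pde10a*, *Pde4a* and *Pde3a* in 4 of 5. *Pde4a* and *Pde3a* were past the adjusted p in 5 of the 11 fits that each left out 1 heart; *Pde12* passed it without *Pde2A*-/- replicate A (−0.65) and *Pde8a* without *Pde2A*-/- replicate B (0.28). The lowest was *Pde12*, which fell by 0.53 (adjusted p = 0.0685; 0.0219 to 0.0948 over the alternatives, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; lower in 4 of 5 *Pde2A*-/- hearts than in any *Pde2A*+/+ heart). The part of Supplementary Table S2 that was held lists *Pde7b*, *Pde4b*, *Pde4d*, *Pde10a* and *Pde1a*, and Supplementary Fig. S3C shows *Pde10a* and *Pde4b*.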
